# Foxa1 Reduces Lipid Accumulation in Human Hepatocytes and Is Down-Regulated in Nonalcoholic Fatty Liver

**DOI:** 10.1371/journal.pone.0030014

**Published:** 2012-01-06

**Authors:** Marta Moya, Marta Benet, Carla Guzmán, Laia Tolosa, Carmelo García-Monzón, Eugenia Pareja, José Vicente Castell, Ramiro Jover

## Abstract

Triglyceride accumulation in nonalcoholic fatty liver (NAFL) results from unbalanced lipid metabolism which, in the liver, is controlled by several transcription factors. The Foxa subfamily of winged helix/forkhead box (Fox) transcription factors comprises three members which play important roles in controlling both metabolism and homeostasis through the regulation of multiple target genes in the liver, pancreas and adipose tissue. In the mouse liver, Foxa2 is repressed by insulin and mediates fasting responses. Unlike Foxa2 however, the role of Foxa1 in the liver has not yet been investigated in detail. In this study, we evaluate the role of Foxa1 in two human liver cell models, primary cultured hepatocytes and HepG2 cells, by adenoviral infection. Moreover, human and rat livers were analyzed to determine Foxa1 regulation in NAFL. Results demonstrate that Foxa1 is a potent inhibitor of hepatic triglyceride synthesis, accumulation and secretion by repressing the expression of multiple target genes of these pathways (e.g., GPAM, DGAT2, MTP, APOB). Moreover, Foxa1 represses the fatty acid transporter protein FATP2 and lowers fatty acid uptake. Foxa1 also increases the breakdown of fatty acids by inducing peroxisomal fatty acid β-oxidation and ketone body synthesis. Finally, Foxa1 is able to largely up-regulate UCP1, thereby dissipating energy and consistently decreasing the mitochondria membrane potential. We also report that human and rat NAFL have a reduced Foxa1 expression, possibly through a protein kinase C-dependent pathway. We conclude that Foxa1 is an antisteatotic factor that coordinately tunes several lipid metabolic pathways to block triglyceride accumulation in hepatocytes. However, Foxa1 is down-regulated in human and rat NAFL and, therefore, increasing Foxa1 levels could protect from steatosis. Altogether, we suggest that Foxa1 could be a novel therapeutic target for NAFL disease and insulin resistance.

## Introduction

The Foxa subfamily of winged helix/forkhead box (Fox) transcription factors comprises three members (Foxa1, Foxa2 and Foxa3) which play important roles in early mammalian development and organogenesis. In postnatal life, the Foxa transcription factors are also highly relevant because they play key roles in controlling metabolism and homeostasis through the regulation of multiple target genes in the liver, pancreas and adipose tissue [1].

In the livers of adult mice, Foxa2 activity mediates fasting responses, including fatty acid (FA) oxidation, ketogenesis, gluconeogenesis and increased lipoprotein secretion, by activating the expression of key genes of these pathways [2], [3], [4]. Foxa2 also performs a crucial role in hepatic bile acid homeostasis and in the prevention of cholestatic liver injury [5]. In the postprandial state when insulin levels rise, Foxa2 is phosphorylated at Thr 156 through phosphatidylinositol 3-kinase/Akt signaling [6]. This results in nuclear exclusion of Foxa2 [3] and inhibition of its activity [7]. In hyperinsulinemic/obese mice, Foxa2 is permanently inactive, which contributes to the development of hepatic steatosis and insulin resistance [3].

Foxa1 and Foxa3 are not phosphorylated by insulin-signaling cascades [6]. Nevertheless, Foxa3 also plays an important role in liver metabolism as it regulates glucose homeostasis during a prolonged fast through the maintenance of GLUT2 and gluconeogenic gene expression [8].

In contrast to Foxa2 and Foxa3, the role of Foxa1 in liver metabolism seems to be less critical. Foxa1 null mice develop a phenotype characterized by progressive starvation, persistent hypoglycemia, hypotriglyceridemia and neonatal mortality [9]. This phenotype, however, does not arise from liver dysfunction, but develops because Foxa1 mediates glucagon gene expression and insulin secretion in pancreatic cells [9], [10]. The lack of a significant hepatic phenotype in Foxa1 null mice may be explained by Foxa2 and Foxa3 being able to compensate for the loss of Foxa1 without gross alterations in gene expression of most Foxa target genes. Similarly, mild hepatic phenotypes have been found in Foxa2 and Foxa3 null mice [11], [12].

To overcome this functional redundancy, we investigated the role of Foxa1 in human hepatocytes and hepatoma cells by gain-of-function experiments and found that Foxa1 is a potent inhibitor of hepatic triglyceride (TG) synthesis and secretion. Moreover, Foxa1 inhibits FA uptake and stimulates FA oxidation, ketone body (KB) synthesis and energy dissipation in the mitochondria, which indicates that Foxa1 can coordinate several transcriptional responses to lower intracellular lipid levels in hepatocytes. We also found that human and rat nonalcoholic fatty liver (NAFL) has a reduced Foxa1 expression, which could promote the incorporation of excessive circulating lipids into hepatocytes. Consistently, when Foxa1 levels are high, steatosis significantly lowers.

## Materials and Methods

### Ethics Statements

Studies involving human samples or patients were performed in agreement with the Declaration of Helsinki and with local and national laws. The Human Ethics Committee of the respective hospitals (Hospital La Fe Valencia and Hospital Santa Cristina Madrid) approved the study procedures, and written informed consent was obtained for all participants before inclusion.

Studies with laboratory animals followed the guidelines of, and were approved by, the Animal Research Ethical Committee of the University Hospital La Fe, Valencia (Approval ID: IIS-2010/0023).

### Patients and human liver bank

Part of this study comprised 17 nondiabetic patients with NAFL who showed biopsy-proven steatosis (grade 1 or 2) without necroinflammation or fibrosis; and 17 patients with asymptomatic cholelithiasis from whom a liver biopsy was taken during programmed laparoscopic cholecystectomy (normal liver was confirmed). None of the 34 patients drank more than 20 g of alcohol per day and none showed evidence of viral infections.

The Human Liver Bank of the Hospital La Fe-CIBERehd (SPAIN) is a collection of donor livers which are primarily assigned to liver transplantation but, due to failings in some of the inclusion criteria (e.g. steatosis) they are donated to research.

### Animals

Adult male OFA rats from Charles River (Barcelona, Spain) were housed two per cage and acclimatized to laboratory conditions for 7 days (12-hour light-dark cycle, 21–25°C, 30–70% humidity, woodchip bedding). Rats were fed *ad libitum* for 7 weeks with either a methionine- and choline-deficient (MCD) diet or standard isocaloric chow (#A02082002B and #A02082003B, Research Diets INC. New Brunswick, NJ). Livers were perfused and frozen in liquid N_2_.

### Isolation and culture of human hepatocytes and cell lines

Human hepatocytes were isolated from nonsteatotic biopsies (1–4 g) using a two-step perfusion technique [13]. Liver samples were obtained in conformity with the rules of the Hospital's Ethics Committee. None of the donors (7 men and 6 women aged between 22 and 74) were regular consumers of alcohol or of other drugs, and were not suspected of harboring any infectious disease. Cells were cultured in serum-free Williams/Ham's F-12 (1/1, v/v) medium (Gibco BRL, Invitrogen, Barcelona, Spain), supplemented with 5 mM glucose, 0.2% bovine serum albumin, 0.01 µM insulin and 0.01 µM dexamethasone.

HepG2 cells (ATCC HB-8065, Rockville, MD) were cultured in Ham's F-12/Leibovitz L-15 (1∶1, v/v) medium (Gibco BRL, Invitrogen, Barcelona, Spain), supplemented with 7% newborn calf serum and 2 mM L-Glutamine. When incubated with FA, HepG2 were cultured in the same serum-free medium as human hepatocytes. In addition, culture media were supplemented with 50 U/ml penicillin and 50 µg/ml streptomycin.

To induce fat accumulation, cultured cells were exposed to oleate and palmitate (2∶1 ratio) (Sigma-Aldrich, Madrid, Spain), in serum-free culture medium containing 1% FA-free BSA (Sigma-Aldrich, Madrid, Spain). To assess the effect of PKC activation, cells were exposed to 160 nM Phorbol 12-Myristate 13-Acetate (PMA, Sigma-Aldrich, Madrid, Spain). Cells were also treated with 200 nM Gö-6976 or 1 µM Ro-318220 as PKC inhibitors (Sigma-Aldrich, Madrid, Spain). When both PKC activator (PMA) and inhibitors (Gö-6976 or Ro-318220) were studied, inhibitors were added to cultures 1 h before the activator.

### Development of an adenoviral vector encoding human Foxa1

The shuttle plasmid pAC-Foxa1 was constructed by ligation of Foxa1 cDNA (kindly provided by Dr R Bort, UHE-La Fe, Valencia, Spain) pre-digested with EcoRI-BamHI into the adenoviral vector pAC/CMVpLpA [14]. This plasmid and the pJM17 containing the dl309 adenovirus-5 genome, were co-transfected into 293 with FuGENE HD Transfection Reagent (Roche Applied Sciences, Barcelona, Spain). The homologous recombination between these two plasmids resulted in a replication defective virus (Ad-Foxa1), which was plaque-cloned, amplified and purified, with the Vivapure AdenoPACK TM100 Kit from Sartorius (Goettingen, Germany), into a high-concentration stock of 2.4×10^7^ plaque-forming units (PFU)/µl [14]. Human hepatocytes and HepG2 cells were infected with Ad-Foxa1 or an insertless adenoviral vector (Ad-Control) for 24 h at a multiplicity of infection (MOI) ranging from 1 to 36 PFU/cell. Thereafter, cells were washed and fresh medium was added. At 48 h post-transfection cells were harvested and analyzed. Adenoviral vectors achieved nearly 100% transfection efficiency as assessed by Ad-LacZ infection and β-galactosidase staining [14].

### Biochemical functional assays

The neutral lipid content of cultured cells was determined fluorometrically by Nile Red staining with a SpectraMAX GeminiXS Fluorometer as described elsewhere [13]. To correct potential variations in cell number, the DNA content was determined in the same well/plates by Hoechst 33258 staining (Sigma-Aldrich, Madrid, Spain).

The spectrophotometric assay of acyl-CoA oxidase (ACOX) activity was based on the determination of H_2_O_2_ production, which was coupled to the oxidation of 2,7-dichlorofluoroscein diacetate in a reaction catalyzed by exogenous peroxidase [15], [16]. Homogenates from infected HepG2 cells were sonicated in phosphate potassium buffer 60 mM (pH 7.4) and centrifuged to eliminate cell debris. The assay mixture (1 ml) containing 60 mM phosphate potassium buffer (pH 7.4), 0.02% Triton X100, 0.6 mg/ml BSA, 40 mM aminotriazole, 0.05 mM 2,7-Dichlorofluoroscein diacetate, 0.015 mM FAD and 50 µg horseradish peroxidase type II (all compounds from Sigma-Aldrich, Madrid, Spain) was incubated with 100 µg of homogenate in the dark for 5 minutes. After this time, 30 µM of palmitoyl-CoA was added or not to the mixture and absorbance at 502 nm was measured every 6 seconds during 2 minutes.

Free FA and ketone bodies (KB) were quantified in culture medium with the Free Fatty Acid Quantification Kit and the beta-Hydroxybutyrate (β-HB) Assay Kit, both from BioVision Research Products (Mountain View, CA).

Homogenates from human liver were extracted with a methanol-chloroform mixture and evaporated under nitrogen. Total lipid and TG contents were measured in the lipid residue using colorimetric kits from Spinreact (Gerona, Spain) based on the vanillin-phosphoric acid reaction (#1001270) and the GPO-POD enzymatic method (#1001311), respectively.

### Reverse transcription and real-time quantitative PCR

Total RNA was extracted with TRIzol Reagent from Invitrogen (Barcelona, Spain) and re-purified using the RNeasy Plus Mini Kit from Qiagen (Madrid, Spain). Total RNA (1 µg) was reverse transcribed as described [13] and real-time quantified using SYBR Green I Master (Roche Applied Sciences, Barcelona, Spain) and the appropriate primers (Table S1) in a LightCycler 480 Instrument. In parallel, two human housekeeping genes; porphobilinogen deaminase (PBGD) and glyceraldehyde 3-phosphate dehydrogenase (GAPDH); were analyzed for normalization. In each amplification, we included a reference calibrator cDNA made from 18 nonsteatotic human livers (Human Liver Bank, HLaFe-CIBERehd).

Relative mRNA levels were calculated with the LightCycler Relative Quantification Analysis software. Briefly, the efficiency of each PCR reaction was estimated from a serially diluted human liver cDNA curve. This curve allows to determine the PCR efficiency of each pair of primers. Based on these PCR efficiencies and the cycle thresholds (Ct), the software calculates the relative concentration of target and reference (PBGD or GAPDH) cDNAs and their ratio.

For absolute quantification, amplicons were first confirmed by agarose gel and purified with Wizard SV Gel and PCR Clean-up System (Promega Biotech Iberica, Madrid, Spain). Next, the amount of DNA was quantified with the Quant-it Picogreen dsDNA Assay Kit (Molecular Probes, Invitrogen, Barcelona, Spain), and properly diluted to be used as a reference standard curve to interpolate and estimate the absolute amount of target cDNA molecules in each sample.

### Microarray expression analysis

Total RNA was purified from quadruplicate experiments in HepG2 and cultured human hepatocytes infected with Ad-Foxa1 or control adenovirus (insertless Ad-pACC). mRNA expression profiles were analyzed with the GeneChip® Human Gene 1.0 ST Array (Affymetrix, Santa Clara, CA) as described [17]. Sample preparation and microarray hybridization and scanning were performed at the Gene Analysis Service (Central Research Unit (UCIM), Faculty of Medicine, University of Valencia). Microarray quality control assessment and data acquisition were performed with the GeneChip® Operating Software (Affymetrix). Normalization among the different microarray data files was performed by robust multiarray analysis. Next, we applied a conservative probe filtering (log_2_ expression value ≥5 in at least one sample). 

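The deposited HepG2 table holds 32321 probe sets, each with a log2 value per array, and each probe set covers the transcripts of a locus. Of these, 19158 carry 1 gene symbol, 1388 carry several and 11775 carry none. A log2 value of at least 5 in at least 1 of the 16 arrays leaves 17195 probe sets: 12286 with 1 symbol, 905 with several and 4004 with none. They stand for 11886 genes, since a gene with several probe sets is represented by the probe set with the highest mean over the arrays. The filter removes 5 genes of Table S2 that have a probe set of their own: CAV1, a structural protein of caveolae, ACSM5, a medium-chain acyl-CoA synthetase, ACACB, the mitochondrial acetyl-CoA carboxylase, PDK4, a kinase that inhibits pyruvate dehydrogenase, and GYS2, the liver glycogen synthase. Their mean log2 values ± SD over 4 averaged values in Ad-Control and Ad-Foxa1 cells were 3.97 ± 0.10 and 3.99 ± 0.05 for CAV1, 4.59 ± 0.12 and 4.33 ± 0.05 for ACSM5, and 4.75 ± 0.14 and 4.80 ± 0.02 for ACACB. PDK4 gave 3.29 ± 0.07 and 3.44 ± 0.06, and GYS2 gave 2.63 ± 0.10 and 2.61 ± 0.10. Differences for these 5 genes were not tested.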

The number of probes selected was 13128 in human hepatocytes and 14833 in HepG2 cells from the original probe set of 32320. Differential mRNA expression was determined by using linear models and empirical Bayes paired moderated t statistics. False discovery rates were determined by following the Benjamini-Hochberg procedure. The data from this study have been prepared in compliance to MIAME guidelines and deposited in the Gene Expression Omnibus (GEO) database with reference numbers GSE30450 (human hepatocytes) and GSE30447 (HepG2).

### Protein samples and immunoblotting analysis

Liver and cell homogenates, and culture media, were centrifuged at 13000×g for 10 min at 4°C, and supernatants were quickly stored frozen in aliquots at −80°C. Tissue and cell culture samples were homogenized in T-PER and M-PER reagents from Pierce (Fisher Scientific, Madrid, Spain). Protein concentration was determined using the Protein Assay Kit from Bio-Rad Laboratories (Madrid, Spain). Proteins were resolved by 12% SDS-PAGE or 4–12% NuPage precast gels (Invitrogen, Barcelona, Spain), transferred to Immobilion membranes (Millipore Iberica, Madrid, Spain) and incubated with an anti-ApoB antibody (Rockland Immunochemicals, PA) or anti-Foxa1 antibodies (sc-6553 and sc-101058, Santa Cruz Biotechnology, CA). Blots were developed with horseradish peroxidase-labeled IgG using an ECL kit from Amersham Biosciences/GE Healthcare (Buckinghamshire, England). Equal loading was verified by Coomassie Brilliant Blue or Ponceau S staining.

### Olympus ScanR screening station

The high content screening imaging station Sca

R from Olympus was used to analyze neutral lipid content, mitochondrial membrane potential (MMP) and FA uptake, by using the specific fluorescent probes BODIPY 493/503 (3.75 ng/ml), TMRM (75 ng/ml) and C1-BODIPY 500/510-C12 (0.4 µg/ml), respectively (Molecular Probes, Invitrogen, Barcelona, Spain). Cells were loaded with the appropriate combination of fluorescent probes for 15–30 min and the medium was replaced with a buffered medium (10 mM Hepes) for the analysis. The number of cells was calculated from the number of Hoechst 33342 (1.5 µg/ml) stained nuclei, and cell viability was determined by propidium iodide (1.5 µg/ml) exclusion, which allows to perform functional determinations only in the population of live cells. The 10X objective was used to collect images for the distinct fluorescence channels. Nine fields per well were acquired and analyzed by simultaneous quantification of the different probe fluorescence intensities in the predefined nuclear and cytoplasmic compartments.

### Statistical analysis

Statistical differences between group parameters were determined by the Student's t-test and the Mann-Whitney U test.

## Results

### mRNA levels of Foxa factors in human liver and cultured hepatic cells

Previous studies have suggested that Foxa1 is less abundant in mouse liver than Foxa2 and Foxa3, despite the stronger gel mobility-shift activity of Foxa1 with crude liver extracts [18]. However, the relative expression level of the three Foxas in human liver has not yet been determined. We performed absolute mRNA quantification and found that, in the human liver, Foxa1 is more abundant than Foxa2 and 3 (Fig. 1). However in cultured human hepatocytes and HepG2 cells, Foxa1 mRNA substantially decreased (up to 15–40%), whereas Foxa2 and 3 mRNA levels remained similar to liver levels (Fig. 1).

**Figure 1:**
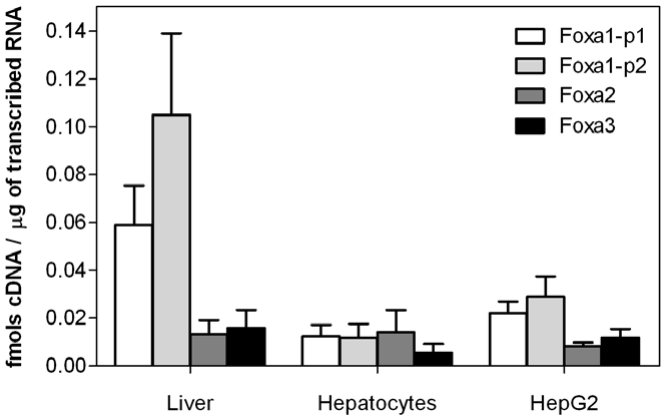
Foxa1 is more abundant than Foxa-2 and -3 in human liver, but its expression declines in liver cell cultures. Foxa-1, -2 and -3 mRNA concentrations were measured in human livers (n = 15), human hepatocyte cultures (48 h of culture, n = 8) and HepG2 cultures (n = 6) by real-time Q-RT-PCR. Foxa1 expression was assessed with two different primer pairs (Foxa1-p1 and Foxa1-p2). Absolute cDNA quantification was performed by interpolation in DNA standard curves with a known input concentration.

### Over-expression of Foxa1 in cultured human liver cells

To circumvent the down-regulation of Foxa1 in cultured cells and to overcome the functional redundancy among the three Foxa factors, we developed a recombinant adenovirus encoding human Foxa1. Transduction of cultured human hepatocytes and HepG2 cells with this adenovirus caused a significant, time- and dose-dependent increase in Foxa1 mRNA and protein levels (Fig. 2A, 2B and 2C). The infective doses of Ad-Foxa1, selected from the dose-response experiments, were set at 5–12 MOI for human hepatocytes and at 12–24 MOI for HepG2 cells.

**Figure 2:**
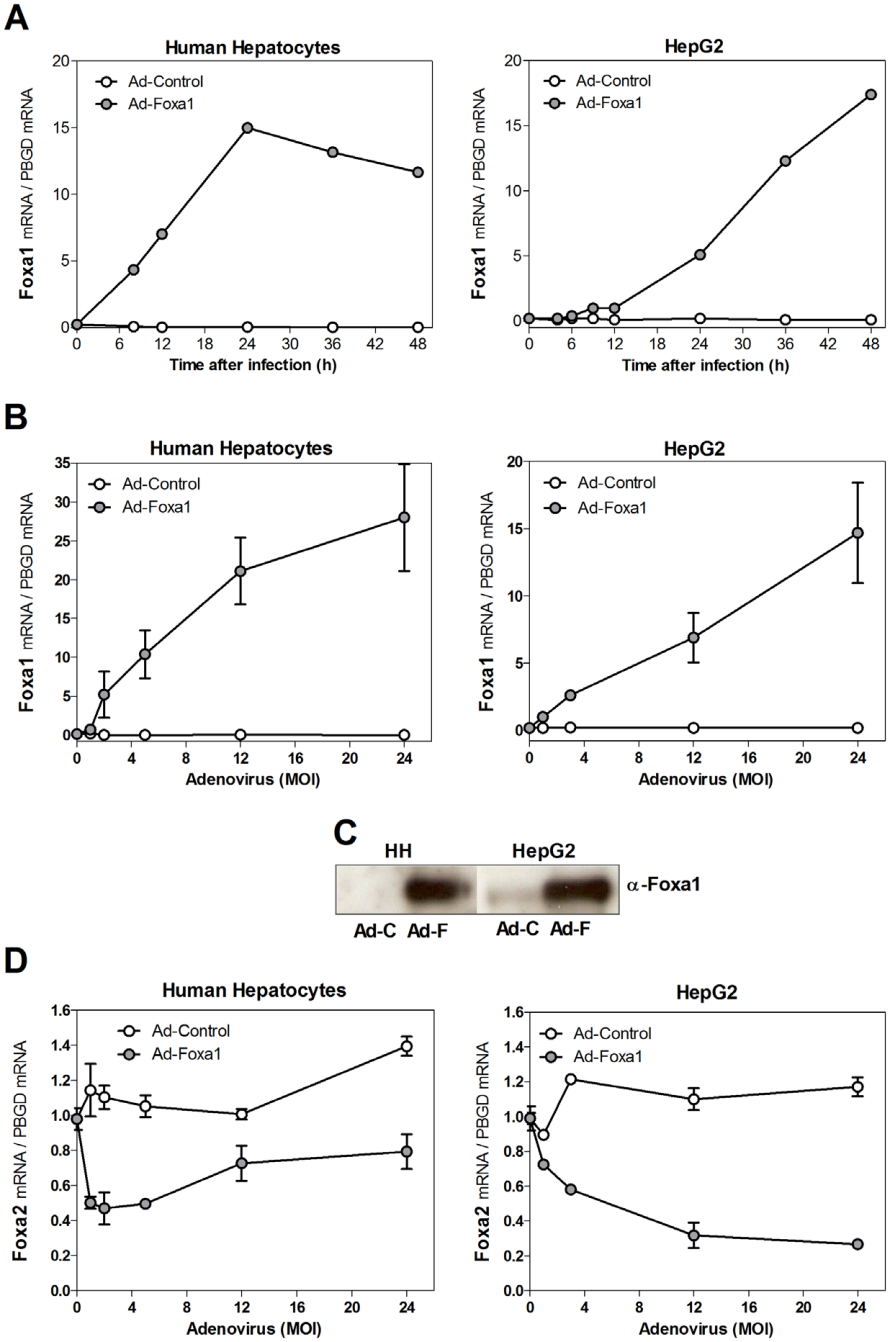
Adenovirus-mediated expression of Foxa1 in human liver cell cultures. HepG2 cells and cultured human hepatocytes were infected with Ad-Foxa1 or Ad-Control, and Foxa1 or Foxa2 mRNA levels were measured by Q-RT-PCR and normalized to the expression of the housekeeping PBGD mRNA. (**A**) Time-course analysis of Foxa1 mRNA after transduction of human hepatocytes and HepG2 cells with 5 and 24 MOI of adenoviral vectors, respectively. Dose-response analysis of Foxa1 (**B**) and Foxa2 (**D**) in human liver cultured cells after different MOI of adenovirus for 48 h. Data represent the mean±SD of 3 independent experiments. (**C**) Protein levels of Foxa1 determined by immunoblotting (sc-6553 antibody) in representative samples of human liver cultured cells after 12 (HH) or 24 (HepG2) MOI of adenovirus for 48 h (Ad-C: Ad-Control; Ad-F: Ad-Foxa1; HH: human hepatocytes). Equal loading was verified by Ponceau S staining.

Transduction of cultured cells with Ad-Foxa1 at the selected MOI led to an increase in Foxa1 mRNA ranging from 7 to 21-fold over the control level. This overexpression compensates for the down-regulation of Foxa1 in cultured cells but exceeds the averaged level in human liver.

We also evaluated the mRNA level of the other two Foxa family members, Foxa2 and Foxa3, in response to Ad-Foxa1, and found that human Foxa2 is significantly down-regulated by Foxa1, in both human hepatocytes and HepG2 cells (Fig. 2D). The mRNA level of Foxa3 was not substantially altered by Foxa1 (data not shown).

### Gene expression profile of Foxa1-transfected human hepatocytes and HepG2 cells

To determine the global impact of Foxa1 on human liver gene transcription, microarray expression analyses were performed in human hepatocytes and HepG2 cells transfected with Ad-Foxa1 or Ad-Control. 

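HepG2 is a line from a human liver tumour that keeps many hepatocyte functions. Its part of the experiment comprises 16 arrays, 8 from cells infected with Ad-Foxa1 and 8 from cells infected with the insertless Ad-Control. The labels place them at 4 culture passages, 10, 11, 14 and 15, with 2 arrays per virus at each passage. The paper harvested RNA at 48 h and used doses of 12 to 24 MOI for HepG2 cells; the dose of each array is not given in the sources used here.
Labelled RNA was hybridized to GeneChip Human Gene 1.0 ST arrays, on which many probes along a transcript are summarised as 1 value. Robust multiarray analysis had put all arrays on a common distribution, so a difference of 1 on the log2 scale is a doubling, and a change in total RNA per cell would not be seen. Array medians ran from 4.70 to 4.90 in Ad-Control cells and from 4.70 to 4.80 in Ad-Foxa1 cells. Values of at least 5 made up 46.3% to 48.6% and 46.1% to 47.2% of the probe sets, respectively.
Arrays of the same virus and passage gave close values: Pearson's r across probe sets was 0.975, 0.992, 0.979 and 0.990 for Ad-Control at passages 10, 11, 14 and 15, and 0.990 to 0.994 for Ad-Foxa1. Probe sets are not independent replicates, and these coefficients describe the arrays only. Nothing says that the 2 arrays of a virus and passage came from separate cultures, so they were averaged, and p-values measure the spread between these 4 experiments.
Ad-Foxa1 was compared with Ad-Control within passages with limma (n = 4 pairs), with p-values adjusted by Benjamini-Hochberg over the 17195 probe sets kept. A gene is said to rise or fall at an adjusted p of 0.05 or less, whatever its fold; a probe set counts as changed if its fold also reaches 5/3, a log2 difference of 0.74. With 4 pairs, the number of arrays limits the precision. Of 50 simulated changes each of 0.5, 1, 2 and 3 log2 units, limma found 12, 43, 49 and 50. It called 6 of the 16995 unchanged probe sets. The simulation held far fewer changes than the 4551 probe sets that passed on the arrays. The adjustment is stricter with fewer changes, so these detection counts need not hold for the arrays.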

We performed quadruplicated independent experiments and set the cut-off for the differentially expressed genes at a q value (False Discovery Rate) of ≤0.05 and a fold change of ±5/3.

The results from cultured human hepatocytes revealed 1140 differentially expressed genes, of which 434 were up-regulated by Foxa1 and 706 were down-regulated. 

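The values that follow are from HepG2 cells. FOXA1 itself was at log2 values of 7.06 to 7.91 on the 8 Ad-Control arrays and 11.67 to 11.98 on the 8 Ad-Foxa1 arrays. It rose by 4.14, 3.85, 4.28 and 4.80 log2 units at passages 10, 11, 14 and 15, with a mean of 4.27 (SE 0.15, limma adjusted p = 3.7e-05, n = 4 pairs). A larger rise was seen for FGL2, a fibrinogen-like protein, which went from 3.21 ± 0.20 to 10.46 ± 0.21 (mean ± SD), an increase of 7.25 (SE 0.12, adjusted p = 1.3e-06). PSTPIP2, an adaptor protein that binds the actin cytoskeleton, rose by 5.35, SST, the precursor of the hormone somatostatin, by 4.32, TSPAN12, a tetraspanin of the plasma membrane, by 4.06, and MMP7, a secreted metalloproteinase, by 3.45 (adjusted p from 2.1e-06 to 4.8e-05).
Falls were smaller. ADH4, an alcohol dehydrogenase of the liver, fell by 2.75 (SE 0.20, limma adjusted p = 2.6e-04), ANKRD1, a nuclear ankyrin-repeat protein, fell by 2.65 (SE 0.15, adjusted p = 1.1e-04), and HAMP, the precursor of the iron hormone hepcidin, fell by 2.28 (SE 0.21, adjusted p = 5.9e-04). AKR1B10, an aldo-keto reductase (-2.27), RNF43, a ubiquitin ligase that removes Wnt receptors (-2.21), ID1, an inhibitor of basic helix-loop-helix factors (-2.07), and LGR5, a receptor for R-spondins (-2.02), fell too.
In all, 1235 of the 17195 probe sets changed, 740 raised and 495 lowered, and 1232 of them moved the same way at all 4 passages. They represent 1034 genes, 636 raised and 398 lowered. At the adjusted p alone, without the fold threshold, 4551 probe sets passed, of which 2116 rose and 2435 fell. Among the raised probe sets, 120 (16.2%) had an Ad-Control mean under 5, as had 17 (3.43%) of those lowered; for such probe sets the fold depends on a value near the array's background.

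**Figure D1:**
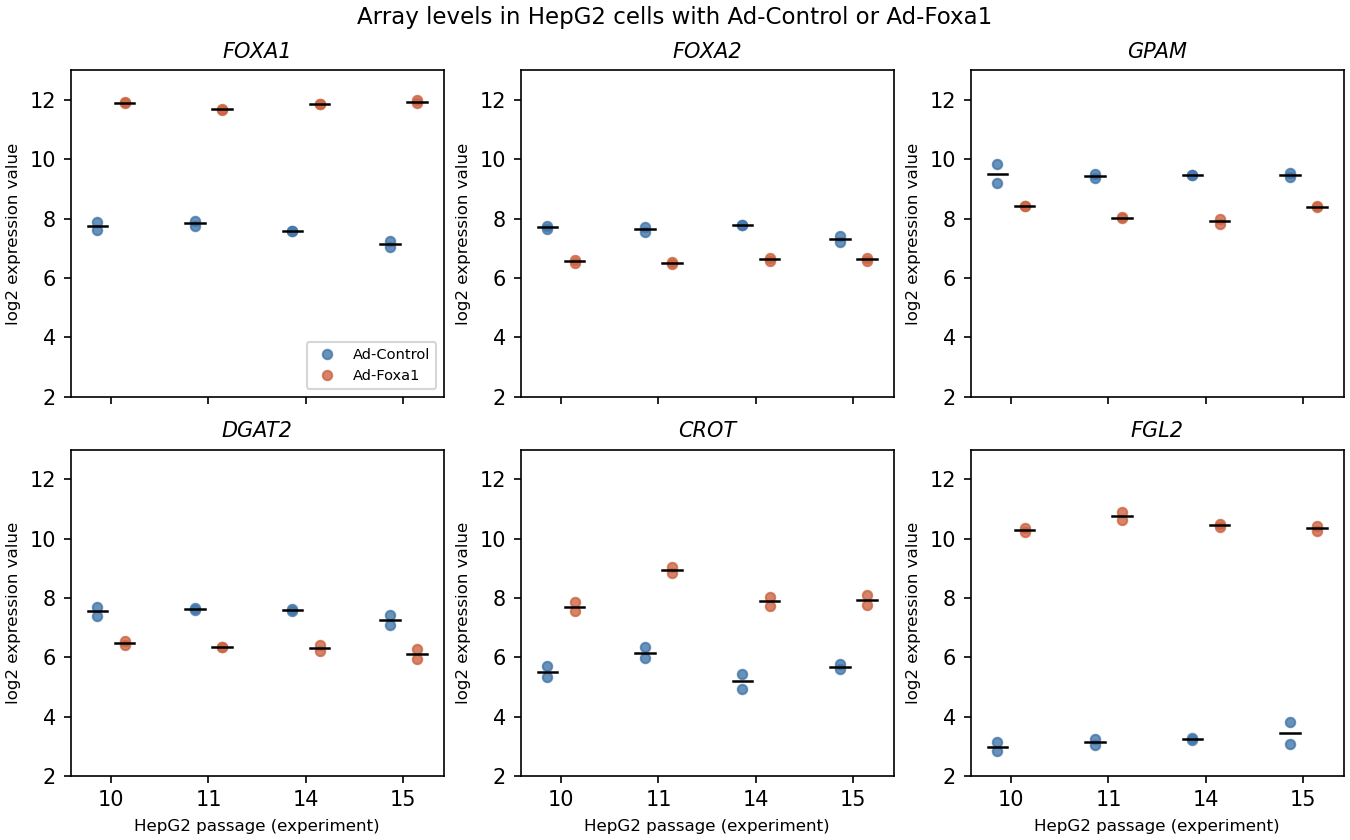
RMA values on the log2 scale (y axis) of FOXA1, FOXA2, GPAM, DGAT2, CROT and FGL2 in HepG2 cells at passages 10, 11, 14 and 15 (x axis). Points are single arrays, blue for Ad-Control and orange for Ad-Foxa1, and bars are means of 2 arrays. FOXA1 lies between 7.06 and 7.91 in Ad-Control cells and between 11.67 and 11.98 in Ad-Foxa1 cells.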

The analyses in HepG2 cells showed 1061 differentially expressed genes, of which 674 were up-regulated by Foxa1 and 387 were down-regulated. The overlap of the gene lists from human hepatocytes and HepG2 cells in Venn diagrams was about 25%.

We next analyzed the overrepresented biochemical pathways in our differentially-expressed gene lists by using the ConsensusPathDB tool (Max Planck Institute for Molecular Genetics), which was set at a p-value cut-off of <0.01. We found more enriched pathway-based sets in the lists of down-regulated genes, and among them, several hepatic functions associated with FA, glycerophospholipid, lipoprotein and bile acid metabolism. These pathways were overrepresented in the gene lists of both human hepatocytes and HepG2 cells suggesting that Foxa1 is likely to play a significant regulatory role in lipid metabolism in the adult human liver.

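Most genes tested of bile acid synthesis and transport fell. NR0B2, a nuclear receptor that represses bile acid synthesis, fell by 2.06 log2 units (SE 0.14, limma adjusted p = 1.8e-04, n = 4 pairs), BAAT, which joins bile acids to glycine or taurine, fell by 1.64 (SE 0.11), and AKR1D1, a steroid reductase of the pathway, fell by 1.27. ATP8B1, a phospholipid flippase of the canalicular membrane, rose by 1.47. Of 17 genes tested on this list 11 fell, 1 rose and 5 did not pass, with the same counts adjusted over the list alone. Markers of cholangiocytes and liver progenitors fell in 9 of 13 cases: among them were the keratins KRT23 (-2.55, SE 0.17) and KRT19 (-1.89), the secreted phosphoprotein SPP1 (-1.79) and the membrane protein PROM1 (-1.18). Only SOX4, a transcription factor, rose on that list, by 0.70, and 3 genes did not pass; adjusted over the list alone the counts were again 9 and 1.
Amino acid enzymes moved both ways. ARG1, the arginase of the urea cycle, rose by 3.58 (SE 0.11, limma adjusted p = 2.0e-05), and BHMT, which remethylates homocysteine, by 2.66, while MAT1A, the S-adenosylmethionine synthetase of the liver, fell by 1.29 and AGXT, a peroxisomal aminotransferase, fell by 1.14. On this list of 22 genes 6 rose, 10 fell and 6 did not pass (7 and 11 adjusted over the list alone); its median log2 fold change of -0.20 and its mean of 0.02 differ in sign. Among 39 secreted liver proteins 16 fell and 7 rose (18 and 7 adjusted over the list alone), with 16 not passing. SERPINA7, which carries thyroid hormone (-1.98), C4BPA, a regulator of complement (-1.46), and the acute-phase protein ORM2 (-1.25) fell, whereas FGB, the beta chain of fibrinogen, rose by 1.31. On the list of cytochrome P450 and conjugation enzymes 9 of 19 genes fell and 0 rose (12 and 0 adjusted over the list alone), with 10 not passing. None of the 9 is a cytochrome P450: beside ADH4 they are the sulfotransferases SULT2A1 (-1.46) and SULT1E1 (-0.81), the flavin monooxygenase FMO5 (-1.24), the glucuronosyltransferases UGT2B7 and UGT2B10, the reductase POR, ALDH1A1 and GSTA1.
Glycerophospholipid enzymes were split. PCYT1B (-0.83) and CHKA (-0.80), which act in phosphatidylcholine synthesis, fell, and ETNK1, an ethanolamine kinase, rose by 1.24, as did CDS1, a CDP-diacylglycerol synthase, by 0.67. Of 25 genes 12 fell, 5 rose and 8 did not pass (13 and 6 adjusted over the list alone); CDS2, CDIPT and LPCAT2 are the other genes that rose. Of 16 genes of lipoprotein uptake and lipases 5 fell, 1 rose and 10 did not pass (7 and 1 adjusted over the list alone). ANGPTL8, an inhibitor of lipoprotein lipase (-1.63), ABCA1, the cholesterol exporter (-0.99), SCARB1, the HDL receptor (-0.79), and the lysosomal cholesterol proteins NPC1 (-0.49) and NPC2 (-0.41) fell. SOX4, CDS2, CDIPT, LPCAT2, NPC1, NPC2, UGT2B7, UGT2B10, POR, ALDH1A1 and GSTA1 were named after their values were seen.
In a one-sided Fisher's exact test of 29 gene lists, 5 were over-represented among the 398 lowered genes against 11886 genes: bile acids (adjusted p = 8.0e-07), cholangiocyte and progenitor markers (2.8e-05), urea cycle and amino acid catabolism (4.8e-05), secreted liver proteins (0.013) and cytochrome P450 and conjugation enzymes (0.019). Lipoprotein uptake gave 0.062 and glycerophospholipid synthesis 0.36; the former passed without the filter (0.027), with an unfiltered background (0.028) and with median centring (0.0496), and the latter without the fold threshold (0.0014). Among the 636 raised genes Fisher's test called 0 lists, and 1, the urea cycle list, had an unadjusted p under 0.05. In limma's camera, which compares a list with all other genes at a preset correlation of 0.01, the lists of P450 and conjugation enzymes (adjusted p = 4.0e-04), bile acids (9.1e-04), cholangiocyte markers (0.0015), secreted proteins (0.041) and VLDL assembly were shifted down. None of these calls holds with an estimated correlation: adjusted p = 0.31 with an estimated correlation for the lists of P450 and conjugation enzymes, bile acids and cholangiocyte markers, and 0.67 for secreted proteins. The camera test gave 0.36 for the urea cycle, 0.25 for glycerophospholipid synthesis and 0.091 for lipoprotein uptake.
Leaving out 1 passage at a time changed 2 of the 5 Fisher calls: secreted proteins had an adjusted p of 0.069 without passage 10 and 0.057 without passage 11, and P450 and conjugation enzymes 0.065 without passage 15. The latter list also gave 0.077 with a minimum log2 value of 6 and 0.052 with at least 5 in 8 arrays, while camera gave 0.11 for secreted proteins without passage 11. Without passage 10, 11 or 14, only 6 of the 12 glycerophospholipid genes fell, and 3 rose without passage 11; without passage 15, 8 genes of lipoprotein uptake fell, and none rose without passage 11 or 14.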

Table S2 shows a list of lipid and carbohydrate metabolism genes with differential mRNA expression in human hepatocytes and HepG2 cells transfected with Ad-Foxa1 vs Ad-Control. 

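Among the genes of Table S2 tested here, those with the largest falls act in triglyceride and VLDL synthesis. GPAM, which adds the acyl chain that starts glycerolipid synthesis, went from 9.47 ± 0.03 in Ad-Control to 8.19 ± 0.26 in Ad-Foxa1 cells (log2, mean ± SD, n = 4), a log2 fold change of -1.28 (SE 0.11, limma adjusted p = 3.9e-04). DGAT2, which catalyses the last step of triglyceride synthesis, fell by 1.19 (SE 0.08, adjusted p = 1.6e-04), as did the other acyltransferases DGAT1 (-0.62), MOGAT2 (-0.57) and LPCAT4 (-0.46) and the phosphatase PLPP3 (-0.59). APOC3, an apolipoprotein that slows lipoprotein clearance (-1.66, SE 0.15), SOAT2, which esterifies cholesterol (-1.34, SE 0.09), and MTTP, which loads lipid on apolipoprotein B (-0.91), fell, and APOB itself fell by 0.38 (SE 0.10, adjusted p = 0.032).
Fatty acid uptake was represented by SLC27A2, a fatty acid transporter and acyl-CoA synthetase, which fell by 1.04 (SE 0.09, limma adjusted p = 4.4e-04), the synthetases ACSM3 (-1.02) and ACSL5 (-0.96), and the intestinal fatty acid binding protein FABP2 (-0.61, adjusted p = 0.031). The lipid droplet proteins fell too: PNPLA3, a lipase (-0.95), PLIN2, which coats the droplets, from 10.61 ± 0.12 to 9.83 ± 0.14, and CIDEC (-0.63) and CIDEB (-0.45), which fuse them. The desaturases SCD (-0.48), FADS2 (-0.49), FADS1 (-0.32) and FADS3 (-0.29) fell, and the elongase ELOVL7 rose by 2.61 (SE 0.11, adjusted p = 4.8e-05). CROT, which moves medium-chain acyl groups out of peroxisomes, rose from 5.63 ± 0.41 to 8.12 ± 0.56, and ACADSB, a short branched-chain acyl-CoA dehydrogenase, by 1.19.
FASN, the fatty acid synthase, had a log2 fold change of -0.56 (SE 0.19, limma adjusted p = 0.068), with -1.25, -0.51, -0.50 and 0.02 at passages 10, 11, 14 and 15. The endothelial lipase LIPG had -0.39 (adjusted p = 0.057). With the 16 arrays paired by their replicate number, adjusted p was 0.027 for each. Of the carbohydrate genes, PKLR, the liver pyruvate kinase, fell by 0.81 (SE 0.17, adjusted p = 0.015) and G6PC1, the glucose-6-phosphatase, rose by 0.38 (adjusted p = 0.048). On the wider list of 28 carbohydrate genes 8 fell, 2 rose and 18 did not pass (9 and 2 adjusted over the list alone). The glucose transporters SLC2A2 (-0.96) and SLC2A1 (-0.74) and the fructose kinase KHK (-0.73) were among those that fell, and PDK3 (0.31), named after its value was seen, was the other gene that rose. Fisher's exact test among the lowered genes gave an adjusted p of 0.17 for that list and camera 0.22.
In all, 29 of the genes with a HepG2 value in Table S2 were tested: 23 fell, 4 rose and LIPG and FASN did not pass. Adjusted over the list alone 25 fell and 4 rose, but the study chose these genes on the same samples, so the count is not independent evidence of its direction. In Ad-Control cells 1 passage stood apart from the others for ACSM3, CIDEC and G6PC1 (passage 15) and for PLIN2 (passage 11), as it did for LIPG in Ad-Foxa1 cells (passage 11). The log2 fold change of PKLR was -1.06, -1.03, -1.07 and -0.09 at passages 10, 11, 14 and 15. Of the 27 genes that passed, 14 also reached the fold threshold. With each passage left out in turn 17 of the 27 passed every time. The 10 others were FABP2, LPCAT4, PLPP3, APOB, SCD, FADS1, FADS2, FADS3, G6PC1 and PKLR; 16 genes fell without passage 10, 15 without passage 11, 16 without passage 14 and 25 without passage 15. On the carbohydrate list 5, 4, 4 and 10 fell, in the same order, and 0, 0, 0 and 1 rose.

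**Figure D2:**
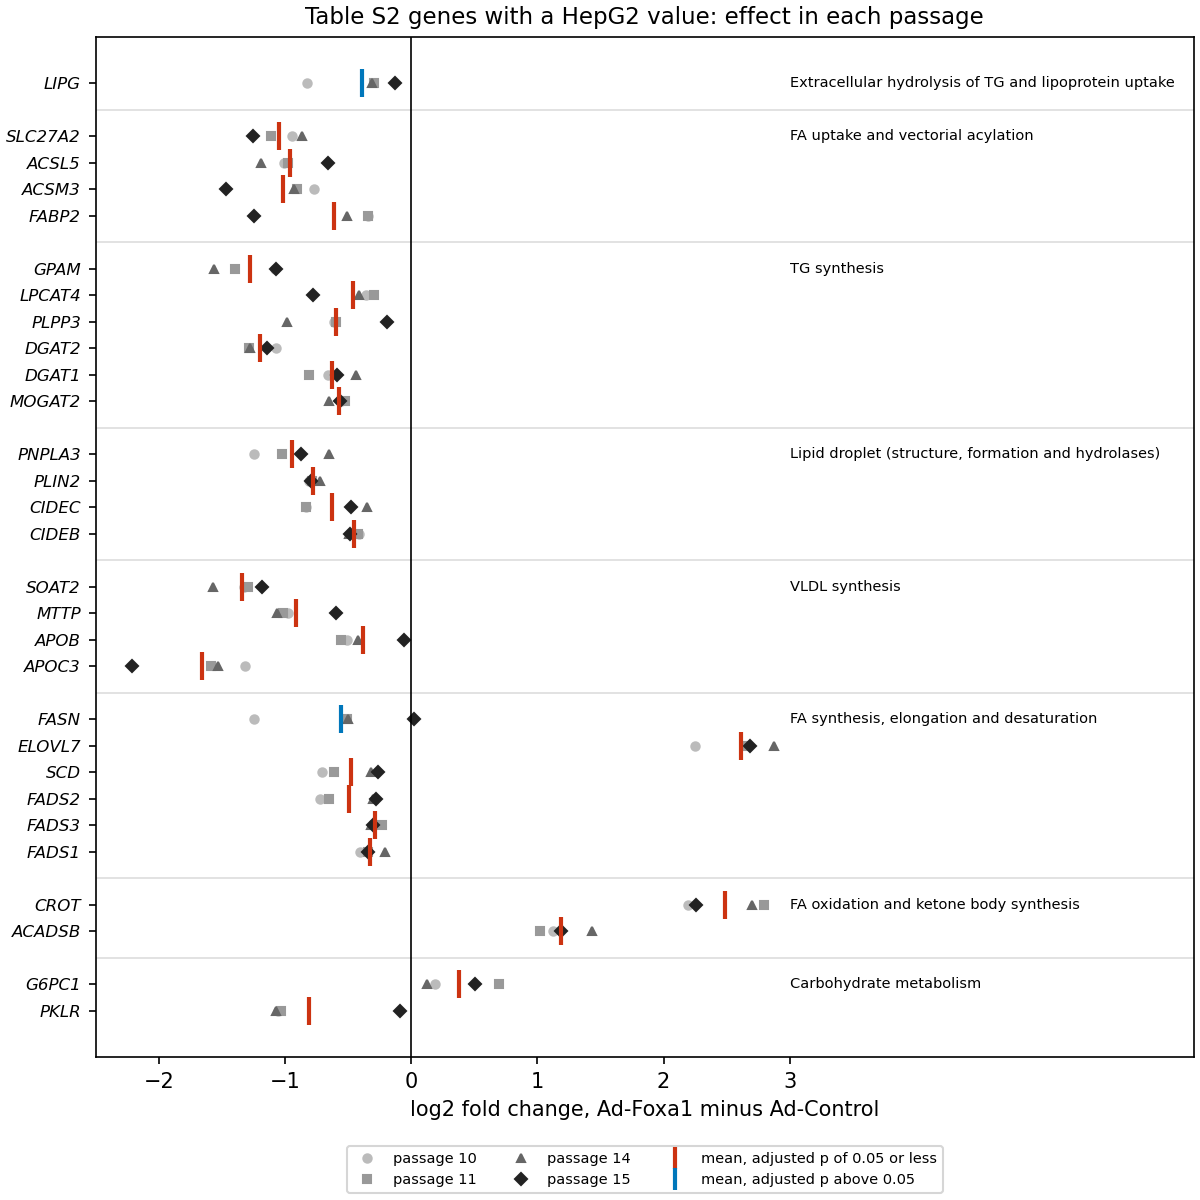
Log2 fold change, Ad-Foxa1 minus Ad-Control (x axis), of the 29 genes by class of Table S2 (y axis), with grey to black symbols for passages 10, 11, 14 and 15 and a bar for the mean, red at an adjusted p of 0.05 or less and blue above it. All points of GPAM and DGAT2 lie below 0, and FASN runs from -1.25 at passage 10 to 0.02 at passage 15.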

Data suggest that Foxa1 represses FA uptake, TG and VLDL synthesis, FA synthesis/elongation/desaturation, and lipid droplet formation; whereas it induces FA catabolism and ketone body synthesis.

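Around the genes of Table S2, the wider lipid pathways held genes that fell and, in all but VLDL assembly and ketone bodies, genes that rose. CD36, a fatty acid translocase, rose by 1.61 (SE 0.21, limma adjusted p = 0.0023, n = 4 pairs; 0.87 to 2.25 by passage), the only rise among 17 genes of fatty acid uptake and activation. In that list 6 fell, SLC27A2, ACSM3, ACSL5, FABP2 and the acetyl-CoA synthetases ACSS1 and ACSS3 (-0.57 each), and 10 did not pass; adjusted over the list alone 6 fell and 1 rose. GPD1, which makes the glycerol phosphate of triglycerides, fell by 0.86 (SE 0.09, adjusted p = 9.2e-04). With AGPAT2 (-0.37), it is among the 7 of 18 triglyceride synthesis genes that fell, against 2 that rose and 9 that did not pass (8 and 2 adjusted over the list alone).
LIPA, the lysosomal acid lipase, fell by 1.19 (adjusted p = 1.8e-04) and FITM1 fell by 0.28, while ABHD5, the coactivator of adipose triglyceride lipase, rose by 0.50 and HSD17B11 by 0.36. Of the 16 lipid droplet genes 6 fell, 2 rose and 8 did not pass (7 and 2 adjusted over the list alone). Beside the genes of Table S2, APOA5 fell by 0.65 (adjusted p = 0.0038), as did APOL1 (-0.59), APOA1 (-0.53), APOC1 (-0.46) and APOA2 (-0.34), so that 9 of 19 genes of VLDL assembly and apolipoproteins fell, 0 rose and 10 did not pass (10 and 1 adjusted over the list alone). In fatty acid synthesis, elongation and desaturation MLXIPL, a glucose-responsive transcription factor, fell by 0.50 and the elongase ELOVL2 rose by 0.72; of 19 genes 5 fell, 2 rose and 12 did not pass (11 and 2 adjusted over the list alone).
Mitochondrial beta-oxidation was divided: ETFDH, which passes electrons to ubiquinone, rose by 0.96, CPT1A, which admits long-chain acyl groups, by 0.69, and SLC25A20 and SLC22A5, which carry acylcarnitine and carnitine, by 0.52 and 0.41. ETFB (-0.77), HADH (-0.66), ACAA2 (-0.52), ACAD9 (-0.45) and ECHS1 (-0.28) fell. With ACADSB, 5 of 21 genes rose, 5 fell and 11 did not pass (6 and 5 adjusted over the list alone). In peroxisomes EHHADH, the bifunctional enzyme, fell by 1.45 (adjusted p = 1.5e-04) and HSD17B4 fell by 0.81, and HACL1, a lyase of alpha-oxidation, rose by 0.73 beside CROT. Of the 20 peroxisomal genes 9 fell, 2 rose and 9 did not pass (9 and 2 adjusted over the list alone). On the ketone body list 2 genes were tested: the thiolase ACAT1 fell by 0.64 (adjusted p = 0.020) and BDH1 had -0.32 (adjusted p = 0.074), so 2 fell adjusted over the list alone. ACSS1, ACSS3, AGPAT2, FITM1, HSD17B11, ABHD5, APOL1, APOA1, APOC1, APOA2, HADH, ACAA2, ACAD9, ECHS1, SLC22A5, SLC25A20 and BDH1 were named after their values were seen.
Among the lowered genes Fisher's exact test gave adjusted p of 0.065 for fatty acid uptake, 0.067 for triglyceride synthesis, 0.062 for lipid droplets, 0.070 for VLDL assembly, 0.28 for peroxisomes, 0.74 for mitochondrial oxidation and 1 for fatty acid synthesis and for ketone bodies. In camera the VLDL list was shifted down with an adjusted p of 0.036, and adjusted p = 0.43 with an estimated correlation; camera gave 0.091 for fatty acid uptake, 0.21 for triglyceride synthesis, 0.22 for lipid droplets and for fatty acid synthesis, 0.55 for peroxisomes and 0.69, with an upward sign, for mitochondrial oxidation. Without the filter, Fisher's test called triglyceride synthesis, lipid droplets and VLDL assembly (0.027 each) and fatty acid uptake (0.041), and with an unfiltered background the same lists (0.028 each, and 0.042 for uptake). Without the fold threshold it called VLDL assembly (0.0059) and peroxisomal oxidation (0.0081), but not uptake, triglyceride synthesis or droplets. Uptake (0.042) and droplets (0.038) also passed with a minimum log2 value of 6, and droplets (0.0496) with median centring. Without Ad-Control arrays 1 and 6, a setting chosen after seeing the data, uptake passed (0.017). The limma test fry, which asks whether genes of a list move 1 way and does not compare them with other genes, gave adjusted p = 0.0058 for fatty acid uptake and VLDL and 0.014 for triglyceride synthesis and lipid droplets.
Most tallies of falls were smaller with passage 10, 11 or 14 left out. Without passage 15, when 3 pairs remain as well, none of these tallies of falls was smaller. The number of pairs alone therefore does not account for the smaller tallies, and their cause was not tested. Without passage 10 or 14, 1 triglyceride synthesis gene rose. Without passage 15, 9 uptake, 10 VLDL and 10 synthesis genes fell, and 7 peroxisomal genes rose. Without passages 10, 11 and 14, in that order, 5, 5 and 5 droplet and triglyceride synthesis genes fell, 5, 6 and 6 VLDL genes, 0, 0 and 2 synthesis genes, 3, 3 and 3 mitochondrial genes, and 5, 4 and 7 peroxisomal genes, and no droplet gene rose. APOB had an adjusted p of 0.12, 0.14 and 0.12 in those fits, and ACAT1 0.051 without passage 14.
From the genes of Table S2, the paper proposes that Foxa1 lowers uptake and synthesis of fatty acids, triglyceride and VLDL synthesis and droplet formation and raises catabolism and ketone bodies.

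**Figure D3:**
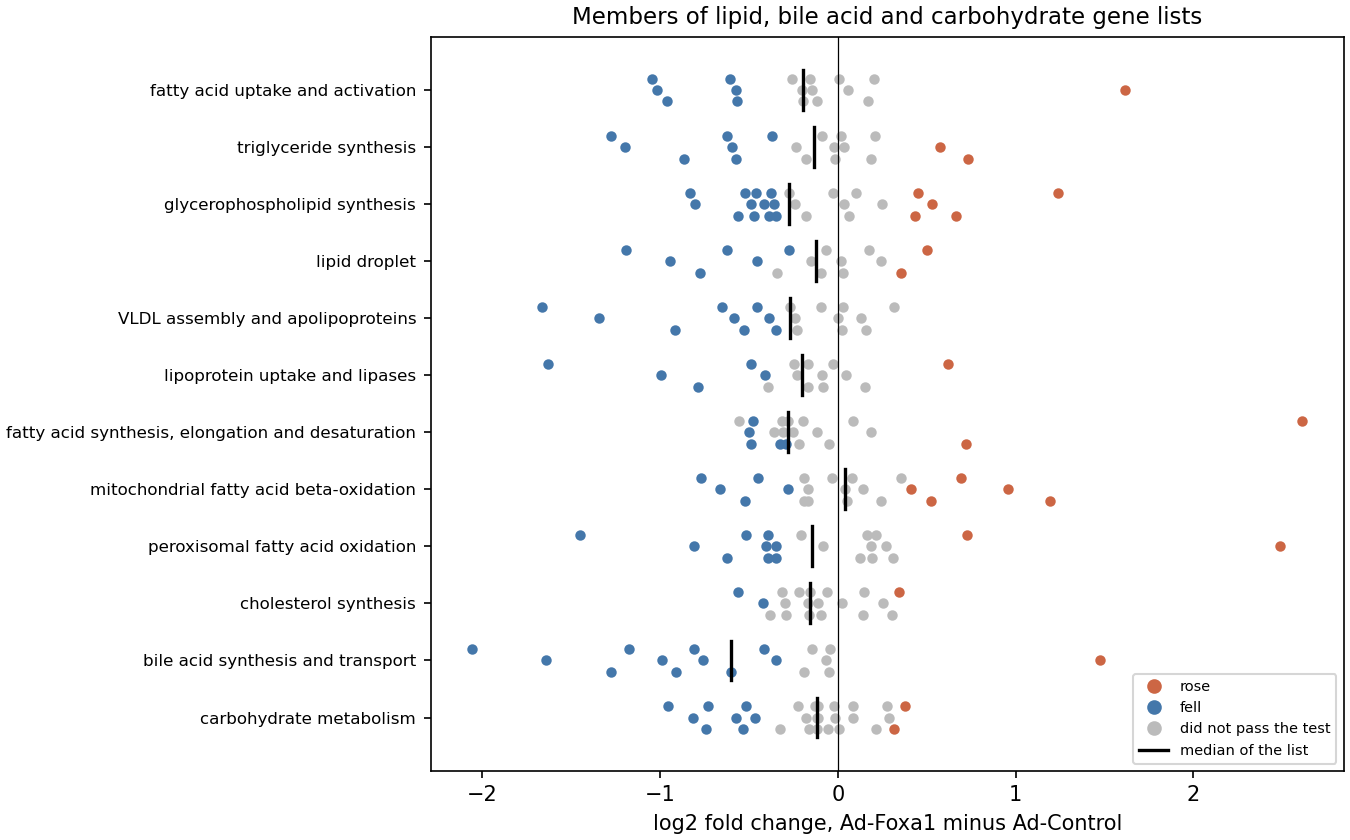
Log2 fold change, Ad-Foxa1 minus Ad-Control (x axis), of the genes of 12 metabolic lists (y axis); points are genes, orange if they rose, blue if they fell and grey if they did not pass, and black bars are list medians. CROT, at 2.49, is the farthest right of the peroxisomal genes, and CD36, at 1.61, of the uptake genes.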

### Foxa1 inhibits the expression of genes involved in TG and VLDL synthesis

TG synthesis in the liver proceeds along a sequence involving four reactions in the liver: 3 esterification reactions and 1 hydrolysis reaction (Fig. 3A). Relative mRNA quantification by Q-RT-PCR confirmed that most of the genes involved in this pathway (GPAT1: glycerol-3 phosphate acyltransferase 1, AGPAT5 and 9: 1-acylglycerol-3-phosphate-O-acyltransferase 5 and 9, and DGAT2: diacylglycerol acyltransferase 2) were significantly repressed by Foxa1 in human hepatocytes (GPAT1 and DGAT2, Fig. 3C, and AGPAT5 and AGPAT9, data not shown). GPAT1 and DGAT2 were also down-regulated in Ad-Foxa1-transfected HepG2 cells (Fig. 3D).

**Figure 3:**
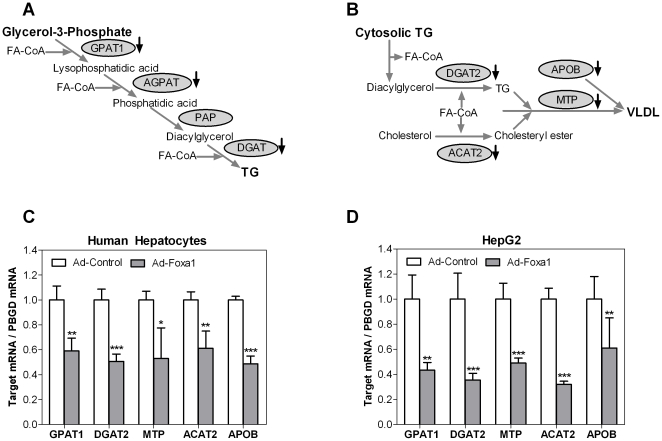
Foxa1 inhibits the expression of genes involved in TG and VLDL synthesis. Diagrams of TG (**A**) and VLDL (**B**) synthesis pathways in the liver. Human hepatocytes (**C**) and HepG2 cells (**D**) were infected with Ad-Foxa1 or Ad-Control (12 MOI for human hepatocytes and 24 MOI for HepG2) for 48 h, and the mRNA level of TAG and VLDL genes was measured by real-time Q-RT-PCR and normalized to the expression of the housekeeping PBGD mRNA. Data represent the mean±SD of 4–5 independent experiments. * p<0.05; ** p<0.01; *** p<0.001 in relation to Ad-Control infected cells. **GPAT**: glycerol-3 phosphate acyltransferase. **AGPAT**: 1-acylglycerol-3-phosphate-O-acyltransferase. **DGAT**: diacylglycerol acyltransferase. **MTP**: microsomal triglyceride transfer protein. **ACAT**: acyl coenzyme A: cholesterol acyltransferase. **APOB**: apolipoprotein B.

The TG pathway is closely linked to the VLDL secretory pathway (Fig. 3B). The synthesis of VLDL is substrate-driven, and an elevated flux of free FA to the liver has hepatocytes primed to channel FA into TG and VLDL [19]. Conversely, reduced TG results in lower VLDL synthesis rates. Indeed, most of the genes involved in VLDL synthesis (DGAT2, MTP: microsomal triglyceride transfer protein, ACAT2: acyl coenzyme A: cholesterol acyltransferase 2, and APOB: apolipoprotein B) were also significantly down-regulated by Foxa1 in hepatocytes (Fig. 3C) and in HepG2 cells (Fig. 3D). Altogether, our results suggest that Foxa1 can coordinately inhibit the key human genes involved in TG and VLDL synthesis in the liver, which should result in the blockage of TG accumulation and lipoprotein secretion by hepatocytes.

### Foxa1 reduces steatosis and ApoB100 secretion in cultured human liver cells

When primary human hepatocytes and HepG2 cells are cultured in the presence of oleate and palmitate (2∶1 ratio, 1 mM, 24 h), they accumulate intracellular lipids without cytotoxic or apoptotic side effects [20]. The level of steatosis attained is similar to that measured in human NAFL [20]. To test the effect of Foxa1 on lipid accumulation and storage, cultures were first transduced with Ad-Foxa1 and then exposed to FA. The quantification of accumulated lipids by Nile Red fluorescence demonstrated that Foxa1 significantly reduces steatosis in human hepatocytes and HepG2 cells (Fig. 4A).

**Figure 4:**
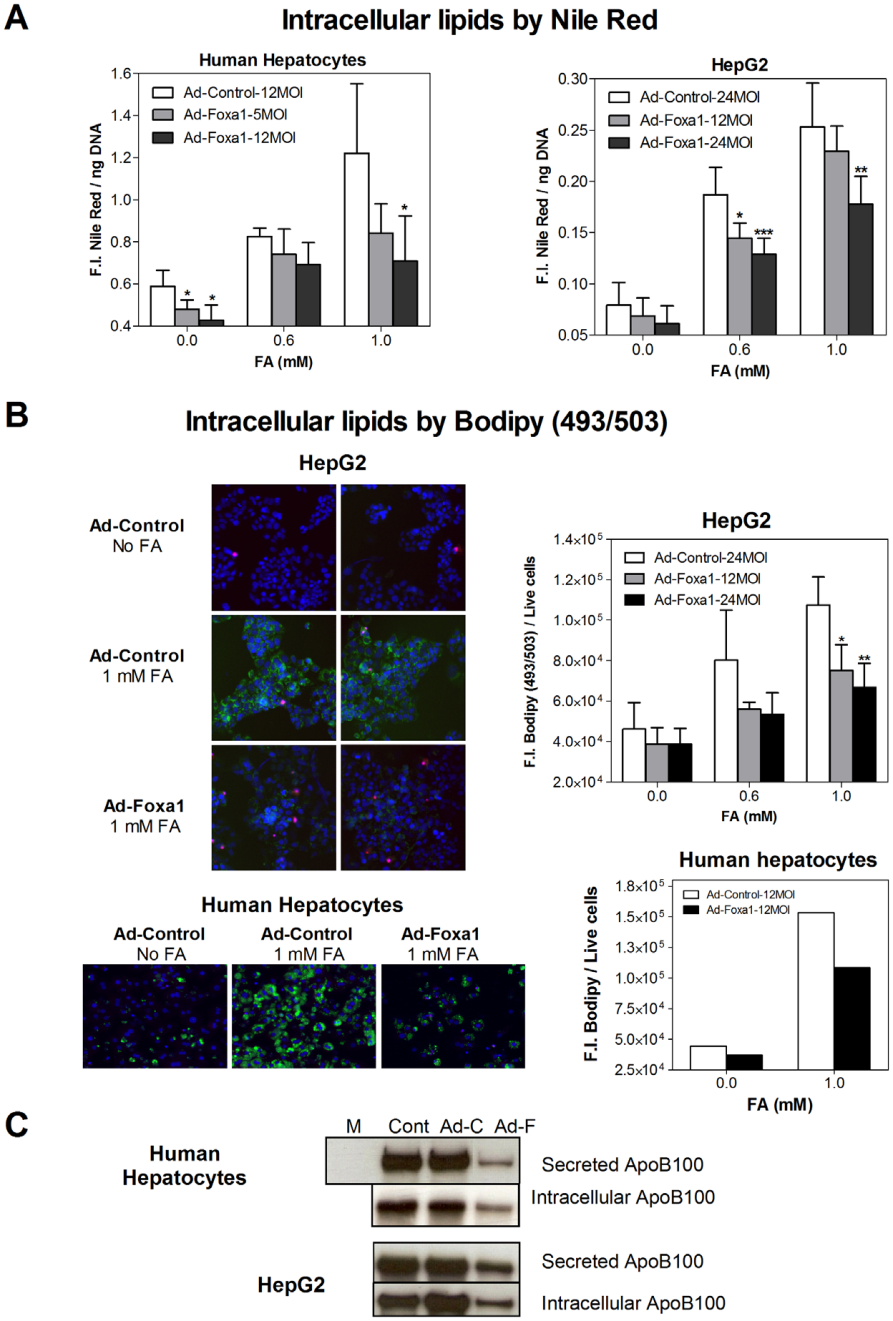
Foxa1 reduces lipid accumulation and ApoB100 secretion in human liver cells. (**A**) Cultured human hepatocytes and HepG2 cells were transduced with Ad-Foxa1 or Ad-Control for 24 h and then exposed to FA (oleate: palmitate, 2∶1). Twenty-four hours later, accumulated lipids were quantified by Nile Red fluorescence. Data represent the mean±SD of 4–5 independent experiments. * p<0.05; ** p<0.01; *** p<0.001. (**B**) Left panels: Representative microphotographs of living HepG2 cells and human cultured hepatocytes showing cytoplasmic neutral lipids stained with BODIPY 493/503 (green), nuclei stained with Hoechst 33342 (blue) and death cell nuclei stained with propidium iodide (pink). Right panels: Quantification of the BODIPY 493/503 fluorescent signal with the Olympus ScanR Screening Station in HepG2 cells (mean±SD, n = 4) and in a representative human hepatocyte culture. (**C**) Secreted (culture medium) and intracellular ApoB100 protein was analyzed by immunoblotting at 48h after infection with adenoviral vectors. (M, fresh culture medium; Cont, non-infected controls; Ad-C, Ad-Control; Ad-F, Ad-Foxa1).

In order to confirm these results, we used an Olympus Sca

R Screening Station for automated analysis of cultured living cells and the BODIPY 493/503 probe to stain intracellular neutral lipids. Microphotographs in Fig. 4B show an increase in green fluorescence by accumulated neutral lipids when cells were loaded with 1mM FA (24 h). However, transduction with Ad-Foxa1 largely reduced this fluorescent signal in both HepG2 cells and human hepatocytes. The quantification of the fluorescence intensities in living cells once again revealed a significant inhibition of lipid accumulation by Foxa1 (Fig. 4B), which reinforces the idea that this transcription factor can reduce steatosis in human liver cells.

We also investigated the functional relevance of the inhibition of VLDL genes by Foxa1. Immunoblotting analysis showed a strong reduction in both intracellular and secreted (culture medium) ApoB100 protein, when cells were infected with Ad-Foxa1 (Fig. 4C). These results were observed in both human hepatocytes and HepG2 cells, and strongly suggest that VLDL synthesis is also effectively inhibited by Foxa1.

### Foxa1 reduces FA transport, increases FA catabolism and uncouples mitochondria

What is the fate of excessive extracellular FA in Foxa1-transfected cells? Two major possibilities may take place: less FA transport into hepatocytes or/and higher FA catabolism rates.

The most prominent and best characterized membrane proteins for FA uptake are: FABPpm, CD36/FAT, FATPs and caveolin [21]. FABPpm and FAT/CD36 are membrane-associated FA-binding proteins that facilitate FA translocation. However, FATPs have been suggested to be the real FA transporters and vectorial acylation has been proposed as the mechanism behind this [22].

We found that Foxa1-transfected cells express a 35–50% lower level of the FA transporter protein FATP2 (Fig. 5A), an abundant liver FATP and a major contributor to hepatic FA uptake [23]. We also performed functional assays to investigate whether a lower FATP2 mRNA level results in decreased FA transport. Results demonstrated that the percentage of non-consumed (residual) FA in the medium were 1.7-2.0-fold higher in cultured human hepatocytes and 1.2-1.7-fold higher in HepG2 cells, after Ad-Foxa1 transduction (Fig. 5B), which indeed suggests a lower FA uptake and usage. We wanted to confirm this finding by an alternative approach and assessed the influence of Foxa1 on the incorporation of a fluorescent FA analog (C1-BODIPY 500/510-C12) during 15 min. Results demonstrated that Ad-Foxa1-transfected HepG2 cells showed a 48–55% (human hepatocytes) and 17–31% (HepG2) decrease in FA analog uptake with respect to Ad-Control cells (Fig. 5C), thus reinforcing the idea that Foxa1 is able to reduce FA transport into hepatocytes.

**Figure 5:**
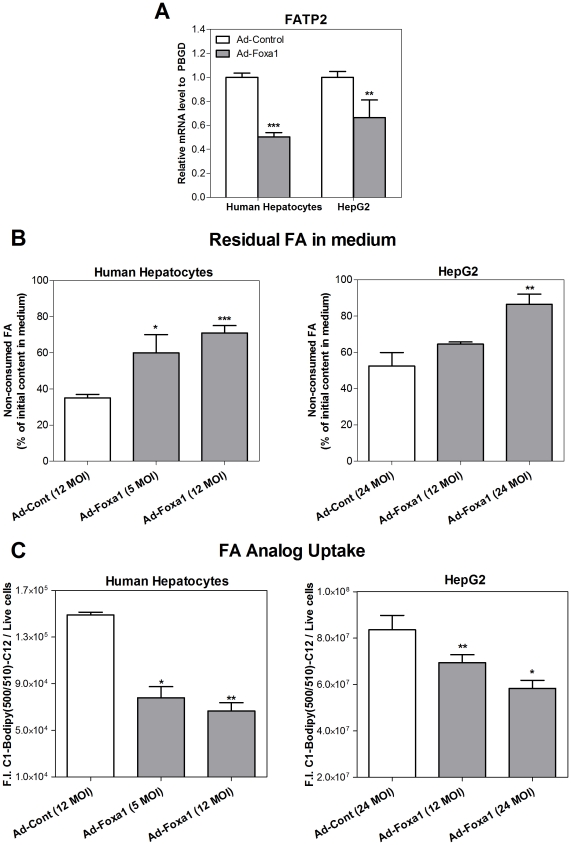
Foxa1 decreases FA uptake. (**A**) Cultured cells were infected with Ad-Foxa1 or Ad-Control for 48h, and the mRNA level of the plasma membrane fatty acid transporter protein 2 (FATP2) was measured by real-time Q-RT-PCR. (**B**) Human hepatocytes and HepG2 cells were infected with Ad-Foxa1 for 24h and were then exposed to 0.2 mM FA (oleate: palmitate, 2∶1) for an additional period lasting 16 h. The amount of non-consumed (residual) free FA, expressed as the percentage of the initial amount in the culture medium, were determined with a specific kit. (**C**) The uptake of a fluorescent FA analog (C1-BODIPY 500/510-C12) was measured in HepG2 cells and human cultured hepatocytes with an Olympus ScanR Screening Station. Data represent the mean±SD of 4–5 independent experiments. * p<0.05; ** p<0.01; *** p<0.001 in relation to Ad-Control infected cells.

Next, we intended to know whether Foxa1 also regulates FA catabolism. We noted a significant up-regulation of a gene involved in peroxisomal β-oxidation (CROT: carnitine O-octanoyltransferase) in Ad-Foxa1-transfected human hepatocytes and HepG2 cells (14-fold increase, Fig. 6A). In order to know if peroxisomal β-oxidation was stimulated by Foxa1 we measured the activity of acyl-CoA oxidase (ACOX), the first and rate-limiting enzyme of this pathway. ACOX was proved to be a valid measure of peroxisomal β-oxidation in homogenates of rat liver [24]. We have assessed ACOX activity, based on H_2_O_2_-dependent dichlorofluorescein oxidation [15], [16] in cell extracts from HepG2 cells transfected with Ad-Control or Ad-Foxa1. Results demonstrate that that ACOX activity is induced 2.4 fold when cells are transfected with 24 MOI of Ad-Foxa1 (Fig. 6B) and indicate that Foxa1 is able to stimulate peroxisomal FA β-oxidation.

**Figure 6:**
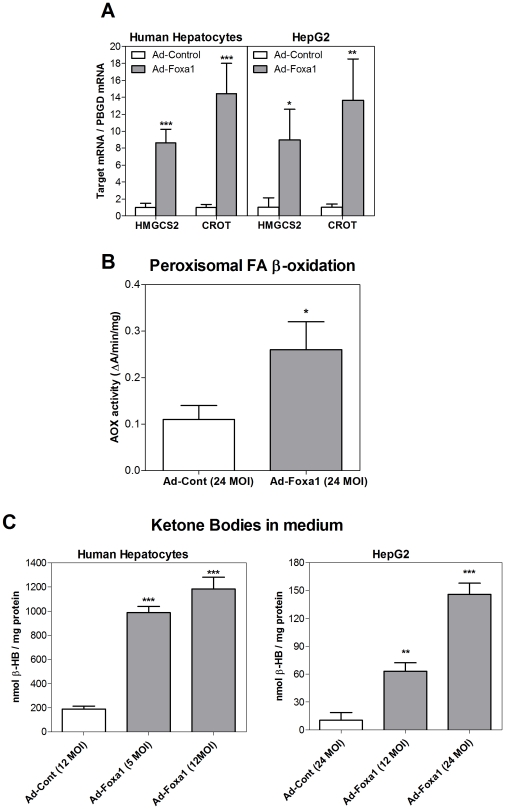
Foxa1 increases FA catabolism and KB synthesis. (**A**) Cultured cells were infected with Ad-Foxa1 or Ad-Control for 48 h, and the mRNA level of the mitochondrial 3-hydroxymethyl glutaryl coA synthase (HMGCS2, ketogenesis) and the peroxisomal carnitine O-octanoyltransferase (CROT, β-oxidation) were measured by real-time Q-RT-PCR. (**B**) HepG2 were infected with Ad-Foxa1 or Ad-Control and 48 h after infection ACOX activity was assayed spectrophotometrically in cell homogenates using palmitoyl-CoA as the substrate. Results were expressed as increments of absorbance at 502 nm (ΔA)/min/mg of protein. (**C**) Human hepatocytes and HepG2 cells were infected with Ad-Foxa1 for 24 h and were then exposed to 0.2 mM FA for an additional period lasting 24 h. The concentration of KB (β-HB, β-hydroxybutyrate) was determined in the culture medium with a specific kit. Data represent the mean±SD of 4–5 independent experiments. * p<0.05; ** p<0.01; *** p<0.001.

In the context of FA catabolism, we have also found that Foxa1 activates ketogenesis through the induction of the mitochondrial 3-hydroxymethyl glutaryl-CoA synthase (HMGCS2), the rate-limiting enzyme of this pathway. HMGCS2 mRNA was induced 9-fold (Fig. 6A), and the level of ketone bodies (KB) increased 5.2-6.3-fold in the culture medium of Ad-Foxa1-infected human hepatocytes and 6.1-14.3 fold in HepG2 cells (Fig. 6C). Thus, our results demonstrate that peroxisomal FA β-oxidation and catabolism toward KB is enhanced by Foxa1.

Uncoupling protein 1 (UCP1) is not a gene with a constitutive expression in the liver and, consequently, UCP1 mRNA expression was very low in control human hepatocytes (cycle threshold >34). However, UCP1 was induced by Foxa1 up to a significant mRNA level (30-35-fold increase, Fig. 7A). If UCP1 function increases, mitochondria should be partially uncoupled and the MMP reduced [25]. We measured the MMP in living cells by using the Olympus Sca

R Screening Station and the fluorescent probe TMRM to find that Ad-Foxa1-infected cells had a 20–25% reduction in HepG2 and a 4–10% decrease in human hepatocytes (Fig. 7B). Microphotographs in Fig. 7C show the decrease in red fluorescence (MMP) when cells are infected with Ad-Foxa1. These results suggest that Foxa1 can stimulate the leakage of protons into the mitochondrial matrix to dissipate energy rather than allowing it to be captured in ATP.

**Figure 7:**
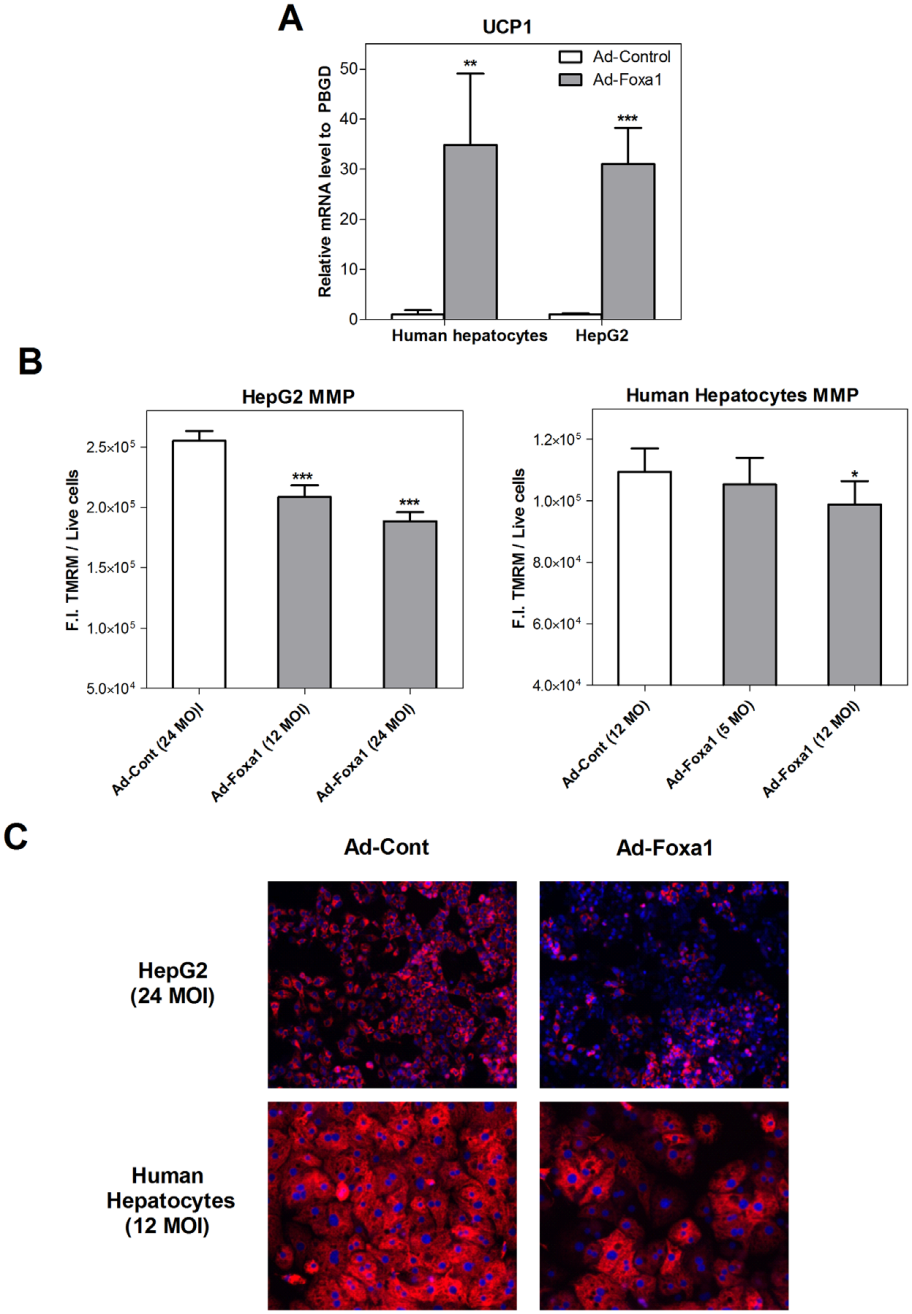
Foxa1 up-regulates UCP1 and decreases MMP. Cultured cells were infected with Ad-Foxa1 or Ad-Control (48 h), the mRNA level of the mitochondrial uncoupling protein 1 (UCP1) was measured by real-time Q-RT-PCR (**A**), and the Mitochondrial Membrane Potential (MMP) was measured using the TMRM probe in an Olympus Sca

R Screening Station (**B**). Data represent the mean±SD of 4–5 independent experiments. ** p<0.01; *** p<0.001. (**C**) Representative microphotographs of HepG2 cells and human cultured hepatocytes after 48 h of adenoviral transfection. Cells were stained with TMRM (red) for mitochondrial membrane potential and Hoechst 33342 (blue) for nuclei.

### Foxa1 expression decreases in human NAFL

A transcription factor that is able to coordinate a metabolic response should be subjected to modulation by metabolic signals and mediators. Foxa1 is not phosphorylated and inhibited by insulin-signaling cascades. We investigated other possible metabolic scenarios and found that the expression of this factor is down-regulated in human NAFL.

We analyzed the expression of Foxa1 in a collection of human livers from the Human Liver Bank HLaFe-CIBERehd, which were classified as steatotic or nonsteatotic according to their lipid content (Fig. 8A, see donors' characteristics in Table 1 - left). We measured the level of Foxa1 mRNA by Q-RT-PCR, and found a significantly lower level in steatotic livers (68.8%, p<0.01) (Fig. 8B). This down-regulation was also observed at the protein level, as determined by immunoblotting of human Foxa1 in representative control and fatty livers (Fig. 8C). To confirm these findings we also measured Foxa1 mRNA levels in patients subjected to liver needle biopsy (see patients' characteristics in Table 1 - right). In agreement with our previous results, we discovered lower Foxa1 mRNA levels in the group of patients with NAFL (67.1%, p<0.01) (Fig. 8D).

**Figure 8:**
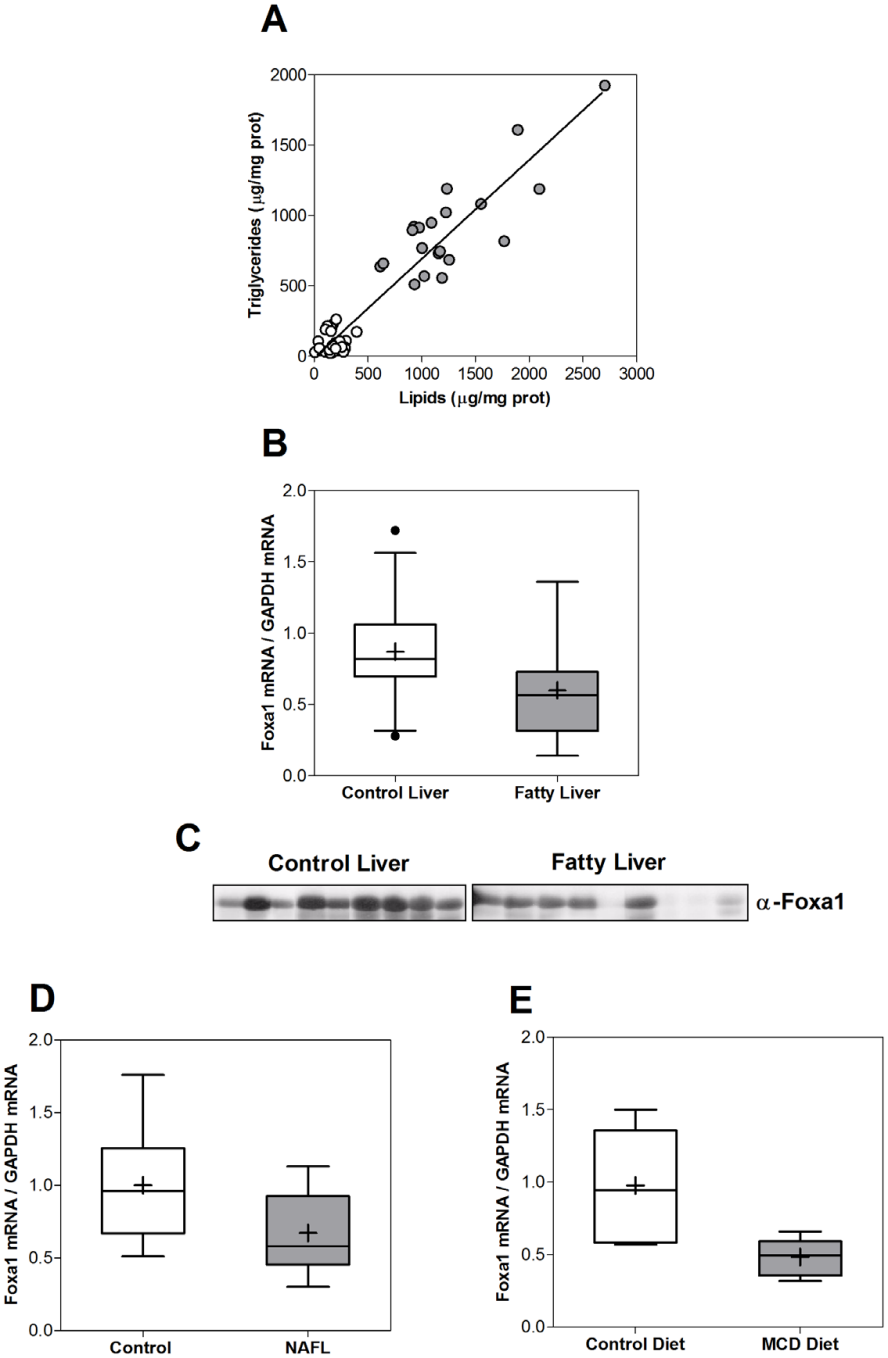
Foxa1 expression is reduced in human and rat fatty liver. (**A**) Liver samples (100 mg) from the Human Liver Bank HLaFe-CIBERehd were homogenized, extracted with methanol-chloroform and evaporated under nitrogen. Total lipids and TG were measured in the lipid residue using colorimetric kits and livers were classified as fatty livers (closed circles) when total lipids were >600 µg/mg prot and TG>500 µg/mg prot (n = 20), or as nonsteatotic livers (open circles) when total lipids were <400 µg/mg prot and TAG<300 µg/mg prot (n = 30). (**B**) Total RNA was purified from matching Liver Bank samples and the mRNA level of Foxa1 was determined by real-time Q-RT-PCR analysis. (**C**) Protein extracted with T-PER from representative liver homogenates was analyzed by immunoblotting with a monoclonal antibody against human Foxa1 (sc-101058). (**D**) Total RNA was also purified from NAFL (n = 17) and cholelithiasis (n = 17) patients' liver biopsies and the mRNA level of Foxa1 was quantified by real-time Q-RT-PCR. (**E**) Adult male OFA rats were randomized into two experimental groups (n = 6 per group) and fed with either MCD or a standard isocaloric diet for 7 weeks *ad libitum*. Total RNA was purified and the expression level of Foxa1 determined as explained above. Box plots represent the 25^th^, the median and the 75^th^ percentiles, a cross depicts the mean, whiskers indicate the 95^th^ and 5^th^ percentile, and dots represent outliers. GAPDH mRNA was used for normalization.

**Table 1:** Anthropometric and analytical parameters of steatotic and non-steatotic liver donors and patients.

	Human Liver Bank^1^ (Mean±SD)		Human Liver Biopsies^2^ (Mean±SD)	
	Non-Steatotic (n = 30; 14m 16f)	Steatotic (n = 20; 14m 6f)	Non-Steatotic (n = 17; 2m 15f)	Steatotic (n = 17; 8m 9f)
Age (years)	60±18	47±15*	50±10	50±13
BMI (kg/m^2^)	27±3	30±5*	27±4	30±3*
**Blood Tests**				
γGT (IU/L)	56±69	56±45	25±17	37±22
AST (IU/L)	44±37	45±25	17±4	22±7*
ALT (IU/L)	33±27	38±30	16±5	28±18*
ALP (U/L)	91±42	103±70	72±26	75±27
Quick's value (%)	69±23	80±16	ND	ND
Bilirubin total (mg/dL)	1.0±1.0	1.2±1.7	ND	ND
Creatinine (mg/dL)	1.2±1.2	1.3±1.5	ND	ND
Urea (mg/dL)	39±19	33±10	ND	ND
Glucose (mg/dL)	178±50	191±89	90±10	97±14
Hemoglobin (g/dL)	16±20	19±26	ND	ND
TG (mg/dL)	ND	ND	127±50	161±84
Chol-Tot (mg/dL)	ND	ND	200±35	211±44
Chol-HDL (mg/dL)	ND	ND	47±10	47±13
Insulin (µU/L)	ND	ND	6.2±2.7	10.7±6.3*
HOMA-IR	ND	ND	0.8±0.3	1.4±0.8*
**Liver Tests**				
Tot Lip (µg/mg prot)	183±81	1269±509***	ND	ND
TG (µg/mg prot)	93±70	919±354***	ND	ND

1 Liver donors showed normal analytical blood test and, apart of the hepatic lipid concentration and the BMI, no major differences were found between steatotic and non-steatotic.

2 Patients with NAFL (grade 1 or 2) showed a higher BMI, a slight elevation of transaminases and a statistically higher insulin level and HOMA (Homeostasis Model Assessment) index.

*p<0.05;

***p<0.001; m, male; f, female; ND, not determined.

Finally, we decided to know if the steatosis-induced repression of Foxa1 occurs in NAFL animal models. Adult male OFA rats were fed with either a methionine and choline deficient (MCD) diet or standard isocaloric chow. The level of Foxa1 in steatotic rat livers dropped to 50% (p = 0.013) (Fig. 8E). Our results demonstrate that human and rat NAFL is associated with a decrease in Foxa1 expression.

### Foxa1 repression in human NAFL is likely mediated by higher PKC activity/expression

The down-regulation of Foxa1 in steatotic liver could result from different signaling pathways and mechanisms. One possibility is hyperinsulinemia. NAFL favors insulin resistance and high insulin plasma levels could cause Foxa1 down-regulation. However, we did not observe Foxa1 down-regulation when human hepatocytes and HepG2 cells were exposed to increasing concentrations of insulin (data not shown). Other possibility is that fat accumulation triggers intracellular signals or mediators that cause Foxa1 down-regulation. Excessive FA delivery into hepatocytes results in accumulation of intermediate lipid metabolites such as diacylglycerol, which can activate protein kinase C (PKC) that, in turn, binds to the insulin receptor and inhibits its tyrosine kinase activity leading to hepatic insulin resistance. We wanted to know if the PKC signaling pathway could also lead to Foxa1 gene repression. To assess this possibility, we exposed cultured cells to the PKC activator phorbol 12-myristate 13-acetate (PMA) and measured the level of Foxa1 mRNA (Fig. 9A) and protein (Fig. 9B). The data obtained demonstrated that PMA represses Foxa1 expression in HepG2 cells.

**Figure 9:**
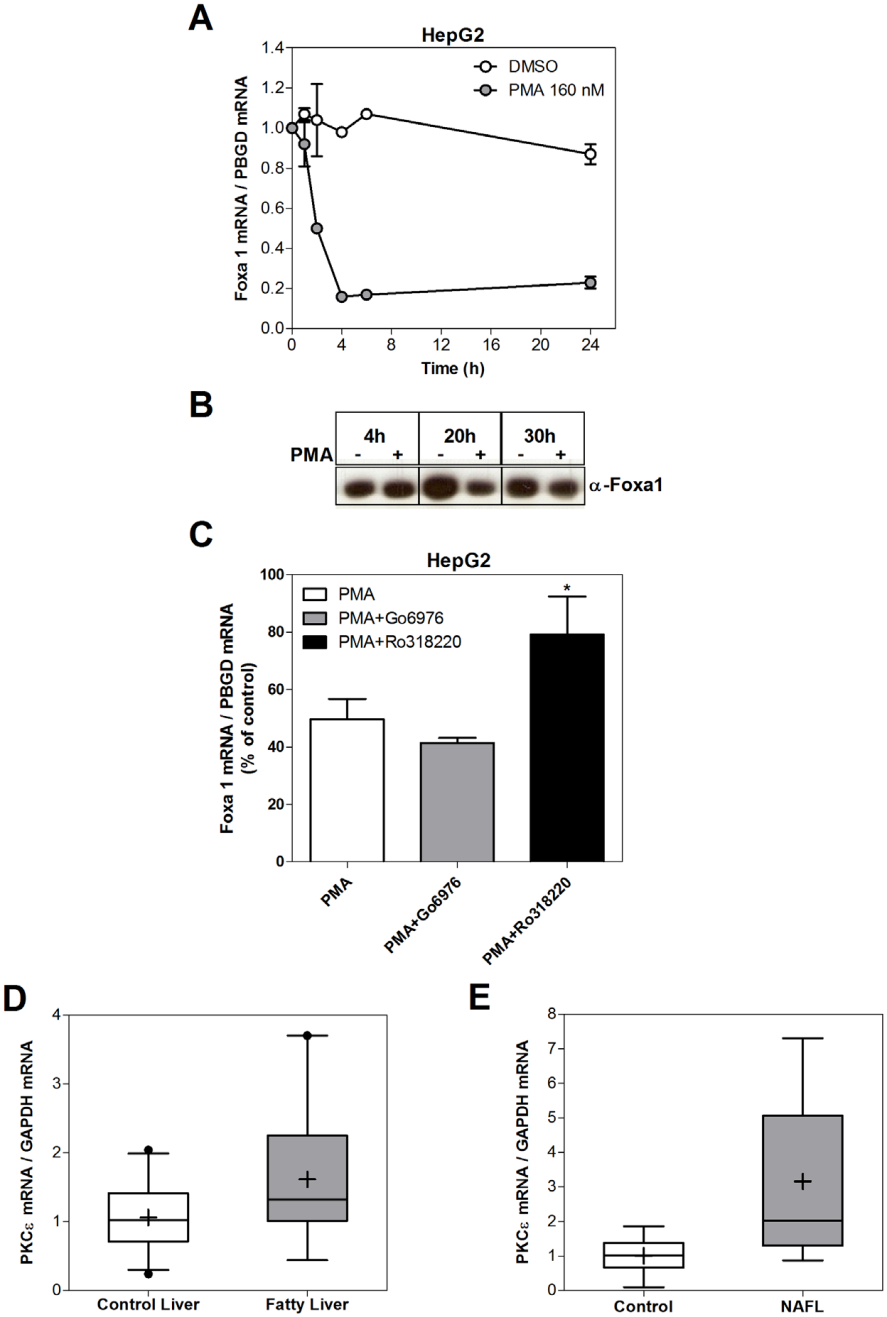
Foxa1 repression in NAFL correlates with higher PKC activity/expression. (**A**) HepG2 cells were exposed to the PKC activator PMA (phorbol 12-myristate 13-acetate), and the level of Foxa1 mRNA was measured at different time points. Data represent the mean±SD of 3 independent experiments. (**B**) Foxa1 protein level in HepG2 cells was determined by immunoblotting (sc-101058 antibody) after 4, 20 and 30 h of exposure to PMA (+) or DMSO (−). (**C**) HepG2 cells were pretreated with PKC inhibitors, Gö-6976 (200 nM) or Ro-318220 (1 µM), for 1 h, and thereafter exposed to 160 nM PMA. Two hours latter cells were collected and Foxa1 mRNA level was determined by Q-RT-PCR. PBGD mRNA was used for normalization. Data represent the percentage of Foxa1 in treated samples (PMA or PMA plus PKC inhibitors) respect to control samples (DMSO or inhibitors alone). (**D–E**) Protein kinase C epsilon (PKCε) mRNA level was determined by real-time Q-RT-PCR analysis in the human liver samples described in the legend of Fig. 8B and 8D.

In order to prove that the effect of PMA was mediated by PKC activation, isoform specific PKC inhibitors were used. We found that the general PKC-inhibitor Ro318220 was able to counteract the repressive effect of PMA. However, Gö-6976, a more specific inhibitor of conventional PKCs (Ca^2+^-dependent: alpha, beta I/II and gamma), did not affect the response of Foxa1 to PMA (Fig. 9C). This points to the novel PKCs (Ca^2+^-independent: delta, epsilon, theta and nano) as the likely isoforms mediating the down-regulation of Foxa1. We did not observe the repression of Foxa1 by PMA in human hepatocytes (n = 2), where hepatocyte isolation, culture conditions, medium composition and donor characteristics may negatively influence the activation of PKC by PMA.

On the other hand, we found that the novel protein kinase C epsilon (PKCε) mRNA was more abundant in human fatty livers (153%, p<0.05) (Fig. 9D) and in NAFL patients (316%, p<0.01) (Fig. 9E), suggesting that higher PKC expression and/or activity (likely PKCε) could be associated with the down-regulation of Foxa1 in human steatotic livers.

## Discussion

No gross abnormalities have been observed in the livers of Foxa-1, -2 or -3 null mice [9], [11], [12]. The three Foxas share a great homology in the DNA-binding domain and in the recognition sequences, and can compete for the same binding sites [26]. Consequently, it has been suggested that Foxa factors can compensate each other, which hinders the use of loss-of-function strategies. To circumvent this functional redundancy, transgenic and adenovirus-infected mice have been generated [3], [27], [28], [29]. However, most of these studies have been addressed to elucidate the role of Foxa2 in bile acid [27], glucose [27], [29] and lipid [3], [28] metabolism. Moreover, very few studies have attempted to corroborate and determine the relevance of Foxa factors in the human liver.

In the present study, we have investigated the regulation of Foxa1 in human NAFL, and attempted to uncover the relevance of this transcription factor in human hepatocytes and HepG2 by gain-of-function experiments. Cell transfection with an adenoviral vector encoding Foxa1 compensated for the decreased Foxa1 mRNA expression observed in cultured hepatocytes and HepG2 cells but also exceeded the level found in human liver. A potential limitation of these overexpression studies is that mechanisms that normally regulate gene transcription might be forced or overwhelmed. Nevertheless, all our experimental evidence strongly suggest that Foxa1 plays a key role in the control of lipid metabolism in the human liver, which has not been previously anticipated in animal models.

One important observation is the capacity of Foxa1 to simultaneously inhibit the expression of most of the genes involved in hepatic TG and VLDL synthesis pathways. Previous findings demonstrated that elevated levels of Foxa2 activate the expression of lipogenic genes (inducing steatosis) [28] and MTP (increasing VLDL secretion) [4]. Our results demonstrate that Foxa1 can activate the opposite response, which leads to decreased intracellular lipids and ApoB100 secretion. The negative effect of Foxa1 on DGAT2 is of particular relevance as knocking down DGAT2 protects against fat-induced hepatic steatosis and insulin resistance [30], [31].

A second important and novel observation is the capacity of Foxa1 to inhibit FA uptake by human hepatocytes. Our results also suggest that this could be due to the repression of FATP2 by Foxa1. FATP2 and FATP5 are the two major FATPs in the liver. FATP2 knockdown by shRNA reduces FA uptake and hepatosteatosis in the face of continued high-fat feeding [23]. Previous results with other Foxa members have not shown any inhibition on FA transporters, instead an activating effect of Foxa2 on the FA translocase FAT/CD36 has been reported [3].

A third important finding is the capacity of Foxa1 to activate FA catabolism and increase energy expenditure. We observed a Foxa1-dependent increase in CROT (peroxisomal β-oxidation) and HMGCS2 (ketogenesis) mRNA levels, and in peroxisomal β-oxidation and extracellular KB, which demonstrates enhanced FA degradation. This observation is in line with previous findings demonstrating that Foxa2 activates lipid catabolism and ketogenesis in the liver through the activation of a number of genes, including HMGCS2 and CROT [3], [7]. The considerable induction of UCP1 by Foxa1 in human hepatocytes could also contribute to its antisteatotic effect. UCP1 uncouples oxidative phosphorylation and promotes the dissipation of cellular biochemical energy. Forced UCP1 expression in the liver inhibits FA synthesis with a concomitant enhancement of FA oxidation, resulting in less fat in the liver [32]. We have shown that endogenous UCP1 mRNA expression can be activated by Foxa1 in human hepatocytes, and that this associates with a lower MMP potential which suggests a new mechanism to dissipate energy and to reduce fat in the liver.

The molecular mechanism by which Foxa1 triggers the transcriptional responses observed in this study remains to be elucidated. However, the mechanism of repression by Foxa1 has been attributed to an antagonistic interplay between Foxa1 and Foxa2 [33]. It has been shown that both Foxa1 and Foxa2 are activators of gene expression, but in the context of native chromatin, Foxa1 is a poorer activator than Foxa2. Foxa1 does not appear to act as a classic biochemical repressor but rather exerts its negative effect by competing for the same cis-acting promoter elements with the more efficient activator Foxa2 [33]. In this context, we have observed that Foxa2 mRNA was down-regulated by Ad-Foxa1 in human hepatocytes and HepG2 cells. A lower Foxa2 expression along with the adenovirus-mediated upregulation of Foxa1 can lead to an efficient exchange of Foxa2 by Foxa1 in the promoters of many lipid metabolism target genes, leading to lower transcriptional activity.

Other major difference between Foxa1 and 2 is that plasma insulin selectively inhibits Foxa2 by phosphorylation at Thr 156 [3], [6], [7], which is absent in the Foxa1 protein. Consequently, Foxa2 is inactive in the fed state and in insulin-resistant models [3], whereas Foxa1 is constitutively active. Thus, the role of Foxa1 could be of particular relevance under both the fed and insulin-resistant conditions, where Foxa2 remains inactive.

Moreover, our results also suggest that, in the human liver, Foxa1 could be more abundant than Foxa2 and 3. Our results are based on absolute quantitative RT-PCR with DNA standards. We used DNA standards because they have larger quantification range and greater sensitivity, reproducibility, and stability than RNA standards [34]. However, potential differences in the efficiency of the reverse transcription for each Foxa mRNA are not taken into account with this experimental approach. Therefore, despite our results suggest that Foxa1 is a major form of the Foxa family in human liver, this needs to be confirmed with alternative approaches at both mRNA and protein level.

NAFL is very frequently associated with obesity and the metabolic syndrome, and has been suggested to be a key triggering factor for systemic insulin resistance [35]. High levels of a constitutively active Foxa2 protein (Foxa2T156A), but not the wild-type protein, can decrease liver steatosis [3], suggesting that Foxa2 could be a pharmacological target for the treatment of NAFL and for improving liver insulin sensitivity [36]. However, other studies have shown that high levels of Foxa2 in transgenic mice cause postnatal steatosis [28], which likely results from *de novo* lipid synthesis. In the present study, we found that high levels of Foxa1 reduce steatosis in human hepatocytes and hepatoma cells. Thus, Foxa1 appears to be a novel target for the therapy and prevention of human NAFL.

The expression analysis performed in the different human sample groups and in rats has revealed that Foxa1 is down-regulated in NAFL. This fact, along with the findings supporting an antisteatotic role of Foxa1, led us to hypothesize that the down-regulation of Foxa1 in NAFL is likely to increase uptake and storage of excessive circulating FA into hepatocytes. Elucidating the mechanism of this down-regulation could enable us to know how to counteract this response and reduce steatosis. In this sense, high-fat diet mice accumulate more liver diacylglycerol than wild-type mice, which causes insulin resistance by activating PKCε, a specific isoform of PKC [37], [38]. Our data demonstrates that PKC activation also represses Foxa1 in HepG2 cells. The use of specific PKC inhibitors points to the novel PKCs as the likely isoforms involved. Moreover, we demonstrate that human NAFLs have an increased PKCε mRNA expression. This evidence supports the involvement of novel PKCs in Foxa1 down-regulation, but the specific isoform and pathway remains to be determined. Blocking this specific PKC could prevent the down-regulation of Foxa1 in human NAFL which, in turn, could help not only reduce intracellular lipids, but alleviate insulin resistance in humans.

How does the activity of a kinase decrease expression of a gene? In the regulatory systems for other genes, *de novo* synthesis of repressors (inhibited by cycloheximide) is proposed to be the mechanism of down-regulation by PKC [39]. In other studies, a more direct effect of PKC on the phosphorylation of a repressor has been suggested [40].

We conclude that Foxa1 can act coordinately in different pathways to reduce hepatic lipid accumulation by inhibiting FA transport and TG synthesis while stimulating FA catabolism and dissipating surplus energy via enhanced UCP1 expression. Moreover as Foxa1 is repressed in NAFL, its pharmacological activation could counteract lipid deposition, and could prove useful for the therapy and prevention of NAFLD and insulin resistance.

## Supporting Information

Table S1 **List of primers used for quantitative RT-PCR.**
(PDF) Click here for additional data file.

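Table S2 lists 50 genes in classes of lipid and carbohydrate metabolism, with a fold change and a false discovery rate for each cell type; a negative fold stands for a reduction by Ad-Foxa1. A HepG2 fold is given for 33 of them. Among those without a test here are LIPC, for which no probe set of the array annotation carries the symbol, and ACSM2B and FABP5, whose probe sets carry several symbols and so name no gene.
For 17 genes the table gives a value for hepatocytes only. In HepG2 cells 3 of these rose with Ad-Foxa1: GPAT3, a glycerol phosphate acyltransferase, by 0.74 (SE 0.17, limma adjusted p = 0.020, n = 4 pairs), VLDLR, a receptor for triglyceride-rich lipoproteins, by 0.62 (adjusted p = 0.012), and PLPP1, a phosphatidate phosphatase, by 0.58 (adjusted p = 0.010). Table S2 gives all 3 as reduced in hepatocytes, GPAT3 as AGPAT9, PLPP1 as PPAP2A, and VLDLR with a false discovery rate above 0.05. The direction in HepG2 cells is the opposite. Each of the 3 rises lost its call with a passage left out. The limma adjusted p was 0.060 for GPAT3 without passage 10, 0.057 for VLDLR without passage 11 and 0.058 for PLPP1 without passage 14. Another 8 did not pass. The log2 fold change was -0.31 for the acetyl-CoA carboxylase ACACA (adjusted p = 0.079), -0.21 for ACOX3, -0.18 for AGPAT5, -0.13 for PDK2, -0.05 for ELOVL5, -0.02 for LPIN2, 0.02 for LPIN1 and 0.18 for the elongase ELOVL6. Adjusted p ran from 0.15 to 0.95 for the last 7, with 4 pairs. ACACA passes with the 16 arrays paired by replicate number (0.023) and without passage 15 (0.040), and ACOX3 with the 16 arrays and a passage block (0.029) and without passage 15 (0.016). ELOVL6 passes, with a log2 fold change of 0.26, without Ad-Control arrays 1 and 6 (0.038), a setting chosen after seeing the data. FABP1 has a probe set with several symbols, and the other 5 lay below the filter.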

Table S2 **Microarray expression analysis of lipid and carbohydrate metabolism genes altered by Foxa1 in human liver cells.**
(PDF) Click here for additional data file.

# Supplementary material for: Foxa1 Reduces Lipid Accumulation in Human Hepatocytes and Is Down-Regulated in Nonalcoholic Fatty Liver
**Source:** PLoS One. 2012 Jan 6;7(1):e30014. doi: 10.1371/journal.pone.0030014
**Supplement:** Table S1 — List of primers used for quantitative RT-PCR.

**Table S1: Primers used for quantitative RT-PCR**

| Primer       | Forward (5'→3')            | Reverse (5'→3')            | Nucleotide position |
|--------------|----------------------------|----------------------------|---------------------|
| ACAT2        | TGGCTCAACGCCTTTGCCGA       | CAAGGAGCCGCAGCCCATCC       | 1172-1331           |
| APO B        | TGGATTCCACATGCAGCTCAACCG   | TGAGGTGCGCTTTTCCTTCCCAT    | 11866-12057         |
| CROT         | CCTTGAATCAGTGAAACCATTTC    | GCTGCAGGACCCGCAAAGTTGA     | 350-568             |
| DGAT2        | TGGGGGCTGGTGCCCTACTC       | AATTGGCCCCGAAGGCTGGC       | 1232-1446           |
| FATP2        | TGCCCTTTTACCACAGTGCTGC     | AGCCATTTCCCAGTGCCAGTCT     | 1023-1253           |
| FOXA 1 pair1 | TGGGGGGTTTGTCTGGCATA       | ATTGGTTTGGGGTTGTCTTTG      | 1742-1962           |
| FOXA 1 pair2 | CTCTAGGCAGCGCCTCGGTGA      | CAGCATGGCTATGCCAGACAAACCC  | 1625-1770           |
| FOXA 2       | CACCACCACCAACCCCAAAA       | TGCAACACCGTCTCCCCAAAG      | 1380-1675           |
| FOXA 3       | GGACGCGCCCTACAACCTC        | TTAAGCAAAGAGCGGGAATAG A    | 1079-1240           |
| FOXA1 rat    | CCAGGGTGGCTCCAGGATGTT      | CTAAGCCCGGGTTGGCGTAGG      | 42-277              |
| GAPDH        | ATGCTGGCGCTGAGTACGTC       | GGGCAGAGATGATGACCCTT       | 368-472             |
| GAPDH rat    | AGGGCTCATGACCACAGTCCAT     | GCCAGTGAGCTTCCCGTTCAG      | 510-684             |
| GPAT1        | GGCCTACAGCTCTGCTGCCA       | GCATTGAGGTAGAAAAGTGCTGCTCA | 2388-2637           |
| HMGS2        | GCAGCATCGCCGAAAGTA         | CCTAGTCCATAGCACCATAAGCC    | 1453-1716           |
| MTP          | TGTGGTATCGTGAGTCTAAAACCCGA | TGCCTGTGGACAGCCTTTCGT      | 2562-2807           |
| PBGD         | CGGAAGAAAACAGCCCAAAGA      | TGAAGCCAGGAGGAAGCACAGT     | 189-482             |
| PKCε         | CTCCCAGCGGTTTCAGCGTCA      | GACAAGGCTTTCCGAATGTT       | 896-1300            |
| UCP1         | ACAACCGAAGGCTTGACGGGT      | GCCGACACCAAGTGGCAGGG       | 572-732             |

# Supplementary material for: Foxa1 Reduces Lipid Accumulation in Human Hepatocytes and Is Down-Regulated in Nonalcoholic Fatty Liver
**Source:** PLoS One. 2012 Jan 6;7(1):e30014. doi: 10.1371/journal.pone.0030014
**Supplement:** Table S2 — Microarray expression analysis of lipid and carbohydrate metabolism genes altered by Foxa1 in human liver cells.

**Table S2. Microarray expression analysis of lipid and carbohydrate metabolism genes altered by Foxa1 in human liver cells**

|                                                              |         |                                                                     |            | Cultured Human Hepatocytes |       |                  | Human Hepatoma HepG2 |       |                  |
|--------------------------------------------------------------|---------|---------------------------------------------------------------------|------------|----------------------------|-------|------------------|----------------------|-------|------------------|
| Function                                                     | Symbol  | Gene name (ALIASES)                                                 | Acc Number | Fold Change                | FDR   | moderated pvalue | Fold Change          | FDR   | moderated pvalue |
| <b>Extracellular hydrolysis of TG and lipoprotein uptake</b> | LIPC    | lipase, hepatic (LIPH, HL)                                          | NM_000236  | -3.5                       | 0.022 | 0.001            | -3.8                 | 0.000 | 0.000            |
|                                                              | LIPG    | lipase, endothelial (EL, EDL)                                       | NM_006033  | -1.8                       | 0.371 | 0.096            | -1.3                 | 0.161 | 0.070            |
|                                                              | VLDLR   | very low density lipoprotein receptor                               | NM_003383  | -1.8                       | 0.057 | 0.007            |                      |       |                  |
| <b>FA uptake and vectorial acylation</b>                     | SLC27A2 | solute carrier family 27 (fatty acid transporter), member 2 (FATP2) | NM_003645  | -3.9                       | 0.008 | 0.000            | -2.1                 | 0.000 | 0.000            |
|                                                              | CAV1    | caveolin 1, caveolae protein, 22kDa                                 | NM_001753  | -1.9                       | 0.136 | 0.028            |                      |       |                  |
|                                                              | ACSL5   | acyl-CoA synthetase long-chain family member 5 (ACS2)               | NM_016234  | -2.6                       | 0.003 | 0.000            | -1.9                 | 0.000 | 0.000            |
|                                                              | ACSM5   | acyl-CoA synthetase medium-chain family member 5                    | NM_017888  | -2.2                       | 0.004 | 0.000            |                      |       |                  |
|                                                              | ACSM2B  | acyl-CoA synthetase medium-chain family member 2B                   | NM_182617  |                            |       |                  | -1.9                 | 0.000 | 0.000            |
|                                                              | ACSM3   | acyl-CoA synthetase medium-chain family member 3                    | NM_005622  |                            |       |                  | -2.0                 | 0.000 | 0.000            |
|                                                              | FABP1   | fatty acid binding protein 1, liver                                 | NM_001443  | -1.7                       | 0.150 | 0.033            |                      |       |                  |
|                                                              | FABP2   | fatty acid binding protein 2, intestinal                            | NM_000134  |                            |       |                  | -1.5                 | 0.045 | 0.014            |
| <b>TG synthesis</b>                                          | FABP5   | fatty acid binding protein 5                                        | NM_001444  |                            |       |                  | -2.0                 | 0.000 | 0.000            |
|                                                              | GPAT1   | glycerol-3-phosphate acyltransferase (GPAM)                         | NM_020918  | -2.9                       | 0.093 | 0.015            | -2.4                 | 0.000 | 0.000            |
|                                                              | AGPAT5  | 1-acylglycerol-3-phosphate O-acyltransferase 5                      | NM_018361  | -2.5                       | 0.002 | 0.000            |                      |       |                  |
|                                                              | AGPAT9  | 1-acylglycerol-3-phosphate O-acyltransferase 9                      | NM_032717  | -2.8                       | 0.019 | 0.001            |                      |       |                  |
|                                                              | AGPAT7  | 1-acylglycerol-3-phosphate O-acyltransferase 7                      | NM_153613  |                            |       |                  | -1.4                 | 0.045 | 0.014            |
|                                                              | LPIN2   | lipin 2                                                             | NM_014646  | -1.9                       | 0.139 | 0.029            |                      |       |                  |
|                                                              | LPIN1   | lipin 1                                                             | NM_145693  | 1.5                        | 0.188 | 0.047            |                      |       |                  |
|                                                              | PPAP2A  | phosphatidic acid phosphatase type 2A (PAP2)                        | NM_003711  | -1.9                       | 0.034 | 0.003            |                      |       |                  |
|                                                              | PPAP2B  | phosphatidic acid phosphatase type 2B                               | NM_003713  |                            |       |                  | -1.5                 | 0.000 | 0.000            |
|                                                              | DGAT2   | diacylglycerol O-acyltransferase homolog 2                          | NM_032564  | -2.1                       | 0.021 | 0.001            | -2.3                 | 0.000 | 0.000            |
|                                                              | DGAT1   | diacylglycerol O-acyltransferase homolog 1                          | NM_012079  |                            |       |                  | -1.5                 | 0.000 | 0.000            |
|                                                              | MOGAT2  | monoacylglycerol O-acyltransferase 2                                | NM_025098  | -1.8                       | 0.433 | 0.181            | -1.5                 | 0.000 | 0.000            |

|                                                                        |        |                                                                   |           |      |       |       |      |       |       |
|------------------------------------------------------------------------|--------|-------------------------------------------------------------------|-----------|------|-------|-------|------|-------|-------|
| <b>Lipid droplet<br/>(structure,<br/>formation and<br/>hydrolases)</b> | PNPLA3 | patatin-like phospholipase domain containing 3 (adiponutrin)      | NM_025225 | -2.0 | 0.032 | 0.003 | -1.9 | 0.000 | 0.000 |
|                                                                        | ADFP   | adipose differentiation-related protein-perilipin 2 (adipophilin) | NM_001122 | -1.6 | 0.260 | 0.079 | -1.7 | 0.000 | 0.000 |
|                                                                        | CIDEC  | cell death-inducing DFFA-like effector c                          | NM_022094 | -2.6 | 0.062 | 0.007 | -1.5 | 0.000 | 0.000 |
|                                                                        | CIDEB  | cell death-inducing DFFA-like effector b                          | NM_014430 |      |       |       | -1.4 | 0.000 | 0.000 |
| <b>VLDL synthesis</b>                                                  | SOAT2  | acyl coenzyme A:cholesterol acyltransferase 2 (ACAT2)             | NM_003578 | -1.8 | 0.051 | 0.005 | -2.5 | 0.000 | 0.000 |
|                                                                        | MTTP   | microsomal triglyceride transfer protein (MTP)                    | NM_000253 | -4.9 | 0.045 | 0.004 | -1.9 | 0.000 | 0.000 |
|                                                                        | APOB   | apolipoprotein B (ApoB48, ApoB100)                                | NM_000384 | -4.4 | 0.020 | 0.001 | -1.3 | 0.002 | 0.000 |
|                                                                        | APOC3  | apolipoprotein C-III                                              | NM_000040 |      |       |       | -3.2 | 0.000 | 0.000 |
| <b>FA synthesis,<br/>elongation and<br/>desaturation</b>               | ACACB  | acetyl-Coenzyme A carboxylase beta (ACC2)                         | NM_001093 | -1.8 | 0.145 | 0.031 |      |       |       |
|                                                                        | ACACA  | acetyl-Coenzyme A carboxylase alpha (ACC1)                        | NM_198839 | -1.5 | 0.150 | 0.032 |      |       |       |
|                                                                        | FASN   | fatty acid synthase                                               | NM_004104 | -1.4 | 0.479 | 0.218 | -1.5 | 0.039 | 0.011 |
|                                                                        | ELOVL6 | ELOVL family member 6, elongation of long chain fatty acids       | NM_024090 | -3.7 | 0.002 | 0.000 |      |       |       |
|                                                                        | ELOVL5 | ELOVL family member 5, elongation of long chain fatty acids       | NM_021814 | -1.6 | 0.100 | 0.017 |      |       |       |
|                                                                        | ELOVL7 | ELOVL family member 7, elongation of long chain fatty acids       | NM_024930 | 1.7  | 0.599 | 0.330 | 6.1  | 0.000 | 0.000 |
|                                                                        | SCD    | stearoyl-CoA desaturase (delta-9-desaturase) (SCD1)               | NM_005063 | -1.5 | 0.437 | 0.185 | -1.4 | 0.011 | 0.002 |
|                                                                        | ACOX3  | acyl-Coenzyme A oxidase 3, pristanoyl                             | NM_003501 | -1.7 | 0.035 | 0.003 |      |       |       |
|                                                                        | FADS2  | fatty acid desaturase 2 (D6D)                                     | NM_004265 | -2.1 | 0.136 | 0.027 | -1.4 | 0.028 | 0.008 |
|                                                                        | FADS3  | fatty acid desaturase 3                                           | NM_021727 | -2.5 | 0.003 | 0.000 | -1.2 | 0.002 | 0.000 |
|                                                                        | FADS1  | fatty acid desaturase 1 (D5D)                                     | NM_013402 | -3.0 | 0.024 | 0.001 | -1.3 | 0.005 | 0.001 |
| <b>FA oxidation<br/>and ketone<br/>body synthesis</b>                  | HMGCS2 | 3-hydroxy-3-methylglutaryl-Coenzyme A synthase 2                  | NM_005518 | 4.1  | 0.056 | 0.002 | 2.0  | 0.002 | 0.000 |
|                                                                        | CROT   | carnitine O-octanoyltransferase                                   | NM_021151 | 9.5  | 0.004 | 0.000 | 5.6  | 0.000 | 0.000 |
|                                                                        | ACADSB | acyl-Coenzyme A dehydrogenase, short/branched chain               | NM_001609 | 6.4  | 0.001 | 0.000 | 2.3  | 0.000 | 0.000 |
| <b>Carbohydrate<br/>metabolism</b>                                     | G6PC   | glucose-6-phosphatase, catalytic subunit                          | NM_000151 | 46.9 | 0.001 | 0.000 | 1.3  | 0.050 | 0.016 |
|                                                                        | PDK2   | pyruvate dehydrogenase kinase, isozyme 2                          | NM_002611 | 2.1  | 0.041 | 0.004 |      |       |       |
|                                                                        | PDK4   | pyruvate dehydrogenase kinase, isozyme 4                          | NM_002612 | 2.0  | 0.444 | 0.144 |      |       |       |
|                                                                        | GYS2   | glycogen synthase 2 (liver)                                       | NM_021957 | -8.1 | 0.002 | 0.000 |      |       |       |
|                                                                        | PKLR   | pyruvate kinase, liver and RBC                                    | NM_000298 | -1.4 | 0.609 | 0.340 | -1.8 | 0.000 | 0.000 |

How the deposited data were processed for this re-analysis (not part of the article)

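The values come from HepG2 cells infected with Ad-Foxa1 or Ad-Control, 8 arrays each, with 2 arrays per virus at passages 10, 11, 14 and 15. The human hepatocyte arrays of the same study were not analysed here. The authors hybridized RNA to the GeneChip Human Gene 1.0 ST Array, acquired data with the GeneChip Operating Software and normalized the arrays by robust multiarray analysis. The deposited values are log2 expression per probe set, before the authors' filter on low values; the version of the normalization and of the probe set definition, and the genome build, are not given in the sources used here. All 16 value columns were used. Array medians lay close together, as the passage on the samples gives.

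Probe sets were named by the symbols in the array annotation, brought up to date by Entrez number with a human gene table (GRCh38.p14, for names only): 19128 symbols were found by that number. A probe set with several symbols names no gene. LIPC is carried by no probe set of 1 symbol, and no value is given for it. Some genes were left out of the text. A probe set was kept at a log2 value of at least 5 in at least 1 array. For a gene with several kept probe sets, the probe set with the highest mean over all arrays stands for it; for APOC3 both probe sets gave the same call.

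The 2 arrays of a virus and passage were averaged, which leaves 4 values per virus. Whether the passages pair the viruses was checked by correlating, across probe sets, each averaged value's departure from its virus mean: same-passage r was 0.43, 0.65, 0.68 and 0.18 at passages 10, 11, 14 and 15, in each case the highest for that Ad-Control passage, while Ad-Foxa1 at passage 15 had a higher r (0.39) with Ad-Control at passage 14. Models were fitted with limma 3.58.1 and statmod 1.5.0 in R 4.3.3: lmFit with passage as a block and eBayes, with 3 residual and 3.84 prior degrees of freedom, and Benjamini-Hochberg adjustment over the kept probe sets. Changed means an adjusted p of 0.05 or less and a fold of at least 5/3; rose and fell mean the adjusted p alone. Every p beside 4 pairs is such an adjusted p unless another test is named.

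Whether the effect differs between passages was tested on the 16 single arrays with limma, as the effect at passages 14 and 15 minus that at 10 and 11, and as an F-test over the 4 passages. Lists of genes, 29 in all, were written out for metabolic pathways, liver functions, stress and signalling responses, other cell types and control genes. Each was tested with Fisher's exact test, one-sided, among the raised and among the lowered genes against the 11886 named genes kept, adjusted over lists within a direction. Shifts of lists with at least 3 genes were tested with camera at a correlation of 0.01, with camera at an estimated correlation, and with fry. The comparisons, tests, thresholds, lists and most alternatives were set before the data were examined.

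The limma fits, the list tests and Dixon's test were tested on simulated data; the comparisons with other splits were not. For each of 0.5, 1, 2 and 3 log2 units, 50 changes were added. The later-minus-earlier contrast found 18, 41, 49 and 50, with 3 false calls. The F-test found 4, 33, 46 and 49, with 4 false calls. These counts hold for the simulated spread only. They do not show how many of the 273 and 828 calls on the arrays reflect ordinary spread between cultures. Camera, at either correlation, and fry called 1 list of 30 probe sets shifted by 0.5, and 0 of 28 random lists. These random lists do not measure false calls on the arrays, where camera shifted up to 9 lists when the values were split otherwise within passages. Fisher's test called 1 list of 30 with 10 lowered probe sets, and 0 of 28 random lists. Dixon's test called 4.90% of 20000 simulated groups of 4.

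Genes named in the text follow a rule: FOXA1, FOXA2 and FOXA3; the genes the paper names for these cells and those of Table S2; the 12 raised and 12 lowered genes with the largest changes that moved the same way at every passage; and up to 4 members of each list with the largest changes that passed. Values of Table S2 had been seen when the rule was written. The rule gives 141 tested genes, of which 129 passed; 100 of these passed with each passage left out in turn and 29 did not. Other genes are marked as named after their values were seen.

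Alternatives tried were other filters on low values, median centring, repeated quantile normalization, arrays as single values with and without blocks by passage or replicate number, duplicates as a random block, trend and robust settings of eBayes, other fold thresholds, genes instead of probe sets, other backgrounds, and each passage left out. The paper's pathway tool was not used here, since its database is not among the sources, and fixed lists stand in for it.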

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

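The tests of sample labels, of the make-up of the passage 15 arrays and of which virus varied, the fits of the F-test without 1 passage, and the choice of probe sets by their Ad-Control mean, were chosen only after the result was seen, as was the comparison with only those splits that part every passage.

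Large changes appeared in genes outside those the paper discusses. The log2 fold changes were 7.25 for FGL2, 5.35 for PSTPIP2, 4.65 for DENND2C, 4.32 for SST, 4.29 for JAML, 4.06 for TSPAN12, 3.68 for FAM171B, 3.58 for ARG1, 3.46 for CSNK1G1, 3.45 for MMP7 and 3.21 for TMEM144. Downward they were -2.75 for ADH4, -2.65 for ANKRD1, -2.55 for KRT23, -2.28 for HAMP, -2.27 for AKR1B10, -2.21 for RNF43, -2.18 for UNC93A, -2.11 for CHST9, -2.07 for ID1, -2.06 for NR0B2, -2.02 for LGR5 and -2.00 for ODAM. All lie above the level in the control samples or below it at every passage, which the rule that chose them required.

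Rises were larger than falls: 57 changed probe sets rose past a log2 fold change of 2 and 13 fell past -2, a ratio of 4.38. A technical candidate explanation is the floor of the array signal, which would shorten falls of genes that start low. Among changed probe sets whose higher group mean is at least 8, 40 rose past 2 and 7 fell past -2, a ratio of 5.71. This test, set beforehand, decides nothing, since 36 of the 40 have an Ad-Control mean under 8 and enter the set by their rise. With an Ad-Control mean of at least 8, a choice made after seeing the result, 4 rose and 7 fell, so that 36.4% were rises (95% interval 10.9% to 69.2%); at least 7 gave 9 and 11, and at least 6 gave 22 and 13. The excess of rises was not seen among probe sets that start at 7 or more, but their large changes are few, and the floor stays open as an explanation. No biological explanation was tested.

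In 15 of 282 groups of 4 values, a sample lay far from the others by Dixon's test, 9 in Ad-Control and 6 in Ad-Foxa1 cells; chance flags about 1 in 20 groups, so the number is what chance gives. In Ad-Control cells the log2 values were 6.58 for ACSM3, 5.43 for CIDEC, 4.27 for G6PC1, 7.00 for RRM2B and 7.62 for PPIA at passage 15, 10.42 for PLIN2, 3.08 for DENND2C and 8.49 for CD68 at passage 11, and 7.71 for TAP1 at passage 10. In Ad-Foxa1 cells they were 5.64 for LIPG, 5.49 for MLXIPL and 7.53 for HNF4G at passage 11, 9.54 for TMEM144 and 8.85 for ETNK1 at passage 15, and 7.92 for ANKRD1 at passage 10.

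The effect of Ad-Foxa1 on the 16 single arrays was compared between passages. The error in these tests is the spread between the 2 arrays of a virus and passage, which nothing shows to be separate cultures, so ordinary spread between cultures would be called too. Between later (14 and 15) and earlier (10 and 11) passages limma called 273 probe sets, larger in 163 and smaller in 110, with 30 of them among the changed probe sets; FOXA1 had a fold higher by 0.54 log2 units at the later passages. Over all 4 passages limma's F-test called 828 probe sets (0 without passage 15, with 686 at an unadjusted p under 0.05), 86 of them among the changed, with adjusted p of 0.0049 for CD36, 0.016 for ELOVL5, 0.023 for FOXA1, 0.034 for PKLR, 0.035 for MAT1A, 0.043 for UCP1, 0.048 for TSPAN12 and 0.050 for FGB. Passages reassigned at random within each virus gave as many calls in 3 of 100 draws, the real one included, with 4932 as the highest other. All draws but the real one part arrays of the same virus and passage, which widens the error and left 87 draws with 0 calls, so they do not show whether chance is excluded. For later minus earlier there are 3 ways to pair the passages, too few for a share under 0.05; the real one was the highest (1 of 3, highest other 129).

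In 77.5% of the 828 probe sets the Ad-Control value farthest from the others was that of passage 15, against 19.3% for passage 14, 2.54% for passage 11 and 0.604% for passage 10. Ad-Control cells varied more over passages than Ad-Foxa1 cells in 87.3% of them and in 64.5% of all kept probe sets, which is consistent with variation of the Ad-Control cultures or arrays rather than of the response to Foxa1; without passage 10, 11 and 14 limma's F-test called 1334, 389 and 1012 probe sets (4494, 3522 and 4210 at an unadjusted p under 0.05), against 0 without passage 15. The FOXA1 values argue against an exchanged virus label, since FOXA1 reached at most 7.24 on the passage 15 Ad-Control arrays and at least 11.67 on every Ad-Foxa1 array. A wrong passage label would leave FOXA1 low and was not tested. Another make-up of the RNA stays open. Small nuclear, nucleolar and histone transcripts were higher on the passage 15 Ad-Control arrays by a median of 0.23 (95% interval 0.15 to 0.36, 149 genes). The other Ad-Control passages had -0.30 to 0.06. Ad-Foxa1 cells showed about the same difference at passages 10 (0.18) and 11 (0.22), so the shift is not particular to these arrays. At passage 15 itself Ad-Foxa1 cells had -0.20, the opposite sign. Culture history, which differs between passages, is a biological explanation that was not tested.

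Passages pair the averaged values, so the real grouping was compared with the 8 splits into 4 and 4 that part the 2 values of every passage; these are too few for a share under 0.05. A result as large as 1235 changed, 740 raised or 495 lowered probe sets came in 1 of the 8 splits, the real one, with 0 as the highest other result. For the 5 lists over-represented among the lowered genes it was also 1 of 8, with 0 as the highest other, but the other splits had no lowered genes to test. For the 5 lists shifted in camera, 2 of the 8 splits gave as many, with 9 as the highest other result. Of all 35 splits into 4 and 4, the other 27 leave some passages unparted, 3 of them without a fit; none called a changed probe set, and up to 11 lists were shifted. The share was first to be taken over all 35, which the pairing rules out.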

How the results depend on the processing

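No named gene that passed changed its sign under an alternative; ELOVL5, LPIN1 and LPIN2, which did not pass, did. Other filters, normalizations or blocks gave 1144 to 1259 changed probe sets, and 1034 genes instead of 1235 probe sets; pairing the 16 arrays by replicate number as a block gave 1243 (741 raised, 502 lowered), and leaving out each passage 1186 to 1276. Alternatives chosen after seeing the data gave 1065 with 1 symbol only, 1146 with 1 or several symbols, 1224 with the filter on averaged values and 1215 without Ad-Control arrays 1 and 6. In these fits the share of raised probe sets ran from 54.8% to 64.3%, around 59.9%. Counts followed the fold threshold by construction: without it 4551 probe sets passed (2116 raised, 2435 lowered), so that 46.5% were raised and lowered probe sets were the majority, and at a fold of at least 2, 602 (412 and 190; 68.4% raised).

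The 5 lists over-represented among the lowered genes became 10 with no filter on low values, 9 with the adjusted p alone and 10 with an unfiltered background; the cause was not tested. In camera 5 shifted lists became 0 with an estimated correlation, where 3 had an unadjusted p under 0.05; the cause was not tested. Fry called 16, as it does not compare a list with other genes. Later minus earlier passages fell from 273 to 99 probe sets without the filter, when 32321 probe sets are tested; the cause was not tested. In fits chosen after seeing the data, with each passage left out, the F-test between passages called 0 (without passage 15) to 1334 probe sets (without passage 10), against 828.

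For single genes under the alternatives set in advance, 2128 values kept their call, 96 lost it and 20 gained it. Signal over background limits genes with an Ad-Control mean under 5: their fold depends on the background, and genes below the filter in all arrays were not tested.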

Differences from the paper's values

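No test in this part was chosen after the result was seen except where stated. The paper's folds in Table S2 and the ones here are on the same linear scale with a minus sign for falls: the 29 genes tested in both differ by at most 0.048 and have the same sign in 29.

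For CROT the paper's Q-RT-PCR value, for hepatocytes and HepG2 cells, is 14 fold, without an error in the text, and the array value here, for HepG2 cells alone, is 5.60 fold. Alternatives set before the data were examined gave 5.22 to 6.00, and none closes the gap. The paper's Q-RT-PCR range for UCP1, over hepatocytes and HepG2 cells (Fig. 7A), is 30 to 35 fold, and the array value here is 2.16 fold, 1.68 to 2.59 under those alternatives, of which none closes the gap. The 2 measures are different assays, and a fold on an array starts from its background.

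For FOXA1 the paper's Q-RT-PCR range of 7 to 21 fold, over hepatocytes and HepG2 cells, includes the 19.3 fold found here on HepG2 arrays; alternatives set before the data were examined gave 17.0 to 21.2, of which 21.2, without passage 11, lies above the range. The paper counts 32320 probe sets on the array, 14833 after its filter and 1061 differentially expressed genes (674 up, 387 down); here the numbers are 32321, 17195 and, at the paper's thresholds, 1235 probe sets (740 and 495) or 1034 genes (636 and 398). Of the 1235 probe sets, 1061 carry 1 symbol, the paper's total, with 656 raised and 405 lowered. These counts lie within 1.5 times the paper's.

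In Table S2 the paper calls 28 of the 29 genes at its false discovery rate and 27 of them pass here. FASN, which the paper gives as reduced, had a log2 fold change of -0.56 here with an adjusted p of 0.068 in limma. It passes with 16 arrays and a passage block (0.024), with 16 arrays paired by replicate number (0.027), with 16 arrays and no block (0.039), without passage 15 (0.015) and with the mean over probe sets (0.040). It also passes with 1 symbol only (0.043), with 1 or several symbols (0.048) and without Ad-Control arrays 1 and 6 (0.038), which were chosen after seeing the values.

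The paper states that FOXA3 was not substantially altered by Ad-Foxa1; on the arrays it had a log2 fold change of -0.59 (adjusted p = 0.0033 in limma), a fold of 1.50 that stays under 5/3. The paper proposes that Foxa1 induces fatty acid catabolism and ketone body synthesis. CROT and ACADSB rose here, as in Table S2, while of 20 peroxisomal genes 2 rose and 9 fell, of 21 mitochondrial genes 5 rose and 5 fell, and ACAT1 of ketone body synthesis fell by 0.64. The peroxisomal counts depend on the passages: 7 rose and 10 fell without passage 15, and 2 rose and 4 fell without passage 11. Of the pathways the paper names as enriched among down-regulated genes, bile acids passed Fisher's test here (adjusted p = 8.0e-07). The fatty acid, glycerophospholipid and lipoprotein lists had adjusted p from 0.062 to 1. LIPC, FABP5 and ACSM2B, which Table S2 gives as reduced in HepG2 cells, have no value here and could not count in any list. Whether they would bring a list past the threshold was not tested. Without the filter, fatty acid uptake (0.041), VLDL assembly and lipoprotein uptake (0.027 each) pass, and so they do with an unfiltered background (0.042, and 0.028 each). Without the fold threshold, glycerophospholipid synthesis (0.0014), VLDL assembly (0.0059) and peroxisomal oxidation (0.0081) pass. Fatty acid uptake passes with a minimum log2 value of 6 (0.042), and lipoprotein uptake with median centring (0.0496). Fatty acid uptake also passes without Ad-Control arrays 1 and 6 (0.017), a setting chosen after seeing the values, which drops the secreted proteins.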

Other observations

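The tests of Wnt and BMP target genes were chosen only after the falls of LGR5, RNF43, ID1, ID3 and HAMP were seen, and their demand that the whole interval of the median pass was added after the results, as a stricter rule.

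Other liver transcription factors changed in both directions, and most did not pass. FOXA2 fell by 1.03 (SE 0.10, limma adjusted p = 8.3e-04), FOXA3 fell by 0.59 (SE 0.08, adjusted p = 0.0033) and HHEX fell by 0.92, and HNF4G rose by 1.01, PPARG by 0.90 and NR2F1 by 0.64. Of 32 factors, the delivered FOXA1 included, 4 rose, 11 fell and 17 did not pass (6 and 13 adjusted over the list alone; Fisher 0.22, and 0.029 without the fold threshold, camera 0.35); 6, 5, 6 and 14 fell without passage 10, 11, 14 and 15. In cholesterol synthesis HMGCS1 (-0.56) and PMVK (-0.42) fell and SC5D (0.34) rose of 19 genes, with 16 not passing and the same counts adjusted over the list alone (Fisher 1, camera 0.36). Without passage 10 or 14, 0 of them passed; 1 fell without passage 11, and 2 rose and 2 fell without passage 15. UCP1, the uncoupling protein of brown fat, rose by 1.11 (SE 0.27, adjusted p = 0.024; 0.085 without passage 14), the only 1 of 6 uncoupling genes that passed (4 rose adjusted over the list alone; Fisher 1, camera 0.25), and 3 rose without passage 15.

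CCNE2, a cyclin of the G1 to S transition, rose by 2.60 and CCNE1 fell by 0.57, as did the replication helicase subunits MCM3 (-0.62) and MCM6 (-0.51). Of 35 cell cycle genes 2 rose, KIF11 (0.29) being the other, 6 fell and 27 did not pass, adjusted over the list alone as well (Fisher 1, camera 0.36); 4, 2, 5 and 6 fell with passage 10, 11, 14 and 15 left out, and 1, 1, 1 and 3 rose. Of 20 interferon genes OAS1 (-1.65), MX2 (-0.76), IFI6 (-0.68) and IFI35 (-0.37) fell, TAP1 (0.52) and IRF1 (0.45) rose and 14 did not pass (4 and 3 adjusted over the list alone; Fisher 0.28, camera 0.70); 1 rose without passage 10, 11 or 14. The NF-kappaB list held rises of NFKB1 (1.12), NFKB2 (0.85) and RELB (0.57) and falls of 6 genes, among them TNFAIP3 (-1.28) and CCL20 (-0.90), with 10 of 19 not passing (7 fell and 3 rose adjusted over the list alone; Fisher 0.28, and 0.022 without Ad-Control arrays 1 and 6, a setting chosen after seeing the data; camera 0.29).

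Of 24 p53 targets RRM2B (1.20), TP53INP1 (1.04), SESN1 (0.44) and ZMAT3 (0.26) rose, 0 fell and 20 did not pass (2 rose adjusted over the list alone; Fisher 1, camera 0.25); 2 rose without passage 10, 11 or 14, and 2 fell without passage 15. In the unfolded protein and integrated stress response CHAC1 (1.09), EDEM1 (0.78), VLDLR and DNAJC3 (0.45) rose and DDIT4 (-1.17) and XBP1 (-0.32) fell of 31 genes, with 25 not passing and the same counts adjusted over the list alone (Fisher 0.90, camera 0.36); 3, 2, 1 and 4 rose with passage 10, 11, 14 and 15 left out, and 1, 1, 1 and 2 fell.

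Of 12 genes of other epithelia with Foxa1, AGR2 rose by 3.06 and KRT19 fell, also adjusted over the list alone, with a median log2 fold change of -0.07 and a mean of 0.03, which differ in sign (Fisher 0.51, camera 0.55); 2 fell without passage 15. Of 10 fibroblast and stellate cell markers TAGLN (-0.82), ACTA2 (-0.73), SPARC (-0.51) and S100A6 (-0.43) fell and 0 rose (the same adjusted over the list alone; Fisher 0.47, camera 0.22), 2, 2, 4 and 3 with passage 10, 11, 14 and 15 left out. ENG (-0.46) was the only 1 of 4 endothelial markers to pass (Fisher 1, camera 0.36), and CD68 (-1.09) and LYZ (-0.49) fell of 7 macrophage and lymphocyte markers (Fisher 0.36, camera 0.22), with the same counts adjusted over each list alone. Of 12 housekeeping genes PPIA (-0.39) fell and TBP (0.34) rose, also adjusted over the list alone (Fisher 1; camera 0.69 upward, with a median of -0.01 and a mean of 0.01); without passage 15, 2 rose and 3 fell, and 0 passed without passage 10 or 14. HHEX, PPARG, NR2F1, KIF11, IFI35, IRF1, RELB, DNAJC3 and XBP1 were named after their values were seen.

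Other genes that the paper mentions did not pass on the HepG2 arrays. The fatty acid transporter SLC27A5 had a log2 fold change of -0.15 (limma adjusted p = 0.33) and the kinase PRKCE 0.18 (limma adjusted p = 0.12); PRKCE passes with the 16 arrays as single values and a passage block (0.011), with pairing by replicate number (0.027), with no block (0.021) and with duplicates as a random block (0.029).

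LGR5 and RNF43 are targets of Wnt signalling, and HepG2 cells carry an activated beta-catenin. Lower Wnt and beta-catenin signalling is a candidate explanation for their fall. The other 14 kept target genes had a median log2 fold change of -0.59 (95% interval -1.02 to -0.20): 8 fell, 5 did not pass and 1, KREMEN1 (0.39), rose. NKD1 (-1.48), MYC (-1.36), DKK1 (-1.02), NOTUM (-0.89) and AXIN2 (-0.72) were among those that fell, and SP5 had -0.16 (limma adjusted p = 0.27); 2 of the 14, CCND1 and TBX3, are also on other lists. Camera gave p = 3.4e-05 at a correlation of 0.01, p = 0.11 with an estimated correlation, and fry p = 0.0014. The whole interval lies below 0, the direction that lower signalling would give, but its upper end is only -0.20. Signalling itself was not measured, and no other cause of these falls was tested, so the explanation stays open.

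ID1, ID3 and HAMP are targets of BMP and SMAD signalling. Lower signalling through this pathway stays open as a candidate explanation: the other 6 kept target genes had a median of -0.26, with an interval from -1.63 to 0.48 that includes 0. ID2 (-1.63) and BAMBI (-0.68) fell, SMAD9 (0.48) rose and 3 did not pass. Camera gave p = 0.12 and p = 0.21 with an estimated correlation, and fry p = 0.0038. The genes listed for both hypotheses beyond the fixed lists were named after their values were seen.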
